# Small RNA, Transcriptome and Degradome Analysis of the Transgenerational Heat Stress Response Network in Durum Wheat

**DOI:** 10.3390/ijms22115532

**Published:** 2021-05-24

**Authors:** Haipei Liu, Amanda J. Able, Jason A. Able

**Keywords:** heat stress, transgenerational stress memory, next-generation sequencing, microRNAs, cereal reproduction, crop improvement, tetraploid wheat

## Abstract

Heat stress is a major limiting factor of grain yield and quality in crops. Abiotic stresses have a transgenerational impact and the mechanistic basis is associated with epigenetic regulation. The current study presents the first systematic analysis of the transgenerational effects of post-anthesis heat stress in tetraploid wheat. Leaf physiological traits, harvest components and grain quality traits were characterized under the impact of parental and progeny heat stress. The parental heat stress treatment had a positive influence on the offspring for traits including chlorophyll content, grain weight, grain number and grain total starch content. Integrated sequencing analysis of the small RNAome, mRNA transcriptome and degradome provided the first description of the molecular networks mediating heat stress adaptation under transgenerational influence. The expression profile of 1771 microRNAs (733 being novel) and 66,559 genes was provided, with differentially expressed microRNAs and genes characterized subject to the progeny treatment, parental treatment and tissue-type factors. Gene Ontology and KEGG pathway analysis of stress responsive microRNAs-mRNA modules provided further information on their functional roles in biological processes such as hormone homeostasis, signal transduction and protein stabilization. Our results provide new insights on the molecular basis of transgenerational heat stress adaptation, which can be used for improving thermo-tolerance in breeding.

## 1. Introduction

Durum wheat (*Triticum turgidum* ssp. *durum*) is a widely grown tetraploid wheat (genomes AABB) used for human consumption. Durum wheat represents the most cultivated cereal crop in the Mediterranean region, accounting for more than half of its wheat growing area [1]. As a staple food crop, grains of durum wheat are used in a wide range of end-products, such as pasta, couscous, freekeh, unleavened and leavened bread [2,3]. Compared with common hexaploid wheat, durum grains have several unique quality traits, such as superior protein content, high grain hardness and an amber-colored vitreous endosperm [3,4]. However, in Mediterranean regions, abiotic stresses such as drought and heat are significant threats to durum wheat yield, grain quality and the characteristics of end-products [1,5,6,7]. In the Australian wheat belt, high temperature often occurs in the field after anthesis during grain development, and increases in intensity until maturity [8,9].

For cereal crops, achieving high grain productivity and quality relies on successful reproductive development [10]. Cereal reproduction processes, flowering and grain development, are both extremely sensitive to environmental stress [10,11]. Heat stress at flowering significantly inhibit photosynthesis due to thermal damage of the chloroplast protein–pigment complexes, causing pollen abortion and dehiscence that leads to floret sterility, which ultimately reduces grain set and grain number [10,12,13]. During grain fill, the optimal temperature for cereal crops is approximately 21 °C [14]. High temperatures at this stage have direct negative impacts on starch biosynthesis, reductive-oxidation balance, dry matter accumulation and assimilate transport, which all affect metabolite accumulation in the grains, leading to reduced grain weight and changes in grain quality characteristics [8,10,11]. With global climate change, extreme weather events such as high temperature episodes are predicted to only increase in frequency, intensity and duration. Plant breeders and associated researchers are therefore constantly being challenged to develop superior crop varieties with improved stress tolerance, higher yield stability and enhanced grain quality.

In general, heat stress tolerance refers to the ability of crops to make adaptive changes in plant growth and achieve reproductive success under high field temperature conditions [11,15]. The mechanistic basis of heat stress tolerance includes phenotypic plasticity, physiological adaptations, genetic regulation, epigenetic modifications, induced production of protective metabolites [e.g., reactive oxygen species (ROS) scavengers and glutathione] and protective proteins [e.g., heat shock proteins (HSPs) and rubisco activases] [10,15,16,17]. A significant body of work has investigated the short-term heat stress response networks in cereal crops [18,19,20,21]. Moreover, in the last decade, emerging studies have provided increasing evidence on the phenomenon of plant stress memory, which provides a new means of building stress resilience in the crop varieties of “tomorrow” [22,23,24,25,26,27,28].

Stress memory refers to changes at the molecular, physiological, proteomic and metabolomic level after the initial stress occurs, which then enables the plants to be more tolerant or adaptable to recurring stress within the current life cycle, or even future generations [29,30,31]. Establishment of stress memory requires sophisticated yet coordinated changes in gene expression, epigenetic modification and metabolite biosynthesis, which ultimately improves the efficiency of plants to rapidly activate the most effective and suitable response pathways [29,30,31,32]. In certain cases, stress memory has transgenerational effects, which can be passed on to progeny from parents or even grandparents [22,24,25,26,27,33,34]. For example, in bread wheat, pre-anthesis and post-anthesis heat stress priming applied in the parents had a positive influence on the tolerance of the next generation to post-anthesis stress [28]. Heat primed progeny had better physiological performance (e.g., higher photosynthetic rate and antioxidative activities) and higher yield than non-primed progeny. The influence of transgenerational priming was also prominent on the transcriptomic and proteomic levels, where genes and proteins related to signal transduction, photosynthesis and energy production were up-regulated in the primed progeny, contributing to a higher level of thermo-tolerance [28].

Epigenetic systems also have significant roles in stress memory and priming-induced tolerance [23,29,32]. Upon abiotic stress signals and developmental cues, epigenetic modifications (such as DNA methylation, histone modification, chromatin remodeling and the activities of small non-coding RNAs) can rapidly induce dynamic changes that affect gene expression at the post-transcriptional level, and the effects can be short term, long-lasting or even transgenerational [23,29,32]. Particularly, plant small RNAs [namely microRNAs (miRNAs) and small interfering RNAs (siRNAs)] are core components of the epigenetic regulatory system [35]. miRNAs are widely distributed and highly conserved in the plant kingdom, throughout model plants and crop species [36,37,38]. They sit at the center of regulating plant development and stress responses, with their functions in modulating gene expression in a sequence-specific manner at the post-transcriptional level [39,40,41,42,43]. In general, stress-induced miRNAs repress the expression of their target genes that have negative roles in stress adaptation, while stress-reduced miRNAs allow for the accumulation and increased activity of the target genes with positive functions [35,44,45,46,47]. Since the discovery of small RNAs, numerous studies have identified and characterized the functions of different miRNA families that are responsive to various stresses [48,49,50,51,52,53,54,55,56,57]. Only recently, emerging findings indicate that miRNAs may also hold the key as epigenetic regulators of intra- and trans-generational stress memory [24,25,26,58,59]. Our previous research has demonstrated that progeny of water-deficit and heat stress primed parents showed genotypic differences in germination traits, seedling vigor and adaptation to nitrogen starvation stress [24,26]. Previous research has also demonstrated that transgenerational exposure of a single water-deficit stress can help a less tolerant durum wheat genotype to cope better with reoccurring water deficiency in terms of physiological adaptation and yield performance, with contributions from miRNA-mRNA regulatory modules related to hormone signaling and cellular water relations [25]. In *Brassica rapa*, progeny of heat-stressed parents exhibited significant abundance changes in non-coding RNA fragments including tRNA fragments and small nucleolar RNA fragments, of which the targets showed a significant Gene Ontology (GO) enrichment in the cellular component endoplasmic reticulum and the molecular function of protein binding [60]. It was concluded that changes in the non-coding RNA population were inherited from the stressed parents; and such changes could contribute to the improvement of stress adaptation in future generations [60]. However, to date there has been no research on the parental heat stress priming in *Triticum turgidum*. Furthermore, the underlying physiological, genetic and epigenetic mechanisms of transgenerational heat stress adaptation remain largely unknown.

The purpose of the present study was to investigate the effects of parental and progeny post-anthesis heat stress on the leaf physiological traits, morphological traits, harvest components and grain quality characteristics in Australian durum wheat. To further explore the molecular basis of the transgenerational effects of heat stress, integrated next-generational sequencing analyses of the miRNAome, mRNA transcriptome and mRNA degradome were performed to identify regulatory miRNAs and genes associated with durum wheat transgenerational stress adaptation.

## 2. Results

### 2.1. Physiological, Grain Quality and Yield Performance of Two Durum Wheat Varieties under the Effects of Transgenerational and Progeny Heat Stress

Two high-yielding Australian durum wheat varieties, DBA Aurora and DBA Artemis, were used in the current study. DBA Artemis has a higher level of heat stress tolerance than DBA Aurora, while DBA Aurora has a higher level of water-deficit stress tolerance than DBA Artemis [8]. To investigate the transgenerational effects of heat stress, the seeds of the two varieties were collected from the control group parents and post-anthesis heat stress group parents from a previous study [8]. Four seed groups were used: AuC (DBA Aurora, seeds from control group parents), AuH (DBA Aurora, seeds from heat stress group parents), AtC (DBA Artemis, seeds from control group parents) and AtH (DBA Artemis, seeds from heat stress group parents). To investigate the effects of current-generation heat stress, each seed group was grown and treated with either the control condition or the heat stress condition. In total, the current study had eight treatment groups: AuCC (DBA Aurora progeny treated with the control, originated from control group parents), AuCH (DBA Aurora progeny treated with heat stress, originated from control group parents), AuHC (DBA Aurora progeny treated with the control, originated from heat stress group parents), AuHH (DBA Aurora progeny treated with heat stress, originated from heat stress group parents), AtCC (DBA Artemis progeny treated with the control, originated from control group parents), AtCH (DBA Artemis progeny treated with heat stress, originated from control group parents), AtHC (DBA Artemis progeny treated with the control, originated from heat stress group parents), AtHH (DBA Artemis progeny treated with heat stress, originated from heat stress group parents).

To evaluate leaf physiological response to heat stress (HS), flag leaf chlorophyll content and adaxial stomatal conductance (Figure 1) were measured every five days from anthesis to 40 days post-anthesis (i.e., 0–40 DPA). For leaf chlorophyll content, DBA Aurora and DBA Artemis showed differential response patterns to the parental and progeny HS factors. In DBA Aurora (Figure 1), chlorophyll content showed significant reduction in response to progeny HS in treatment groups from the control parents (AuCH vs. AuCC), starting from the first HS event (5DPA) to 40DPA. From 10DPA, chlorophyll content was significantly reduced by progeny HS in groups from the stressed parents (i.e., AuHH vs. AuHC). It is worth noting that the chlorophyll content of AuHH (HS treated progeny from the HS parents) was significantly higher than AuCH (HS treated progeny from the control parents) from 10 to 40DPA, showing the beneficial effects of parental HS on the progeny stress response. In DBA Artemis (Figure 1), the progeny HS treatment significantly reduced the chlorophyll content for both control parent groups (AtCH vs. AtCC) and stress parent groups (AtHH vs. AtHC), starting from 15 to 40DPA. The stressed progeny from the stressed parents (AtHH) only showed significantly higher chlorophyll content than the stressed progeny from the control parents (AtCH) at 15DPA. For stomatal conductance, the two varieties have shown a similar trend. In both DBA Aurora and DBA Artemis, progeny groups from the control parents (AtCH vs. AtCC, AuCH vs. AuCC) and the progeny groups from the stressed parents (AtHH vs. AtHC, AuHH vs. AuHC) had shown significant reduction in stomatal conductance from the onset of heat stress (5DPA) to 40DPA (Figure 1).

For yield components, the two varieties have also exhibited different responses for the traits measured (Table 1). For grain weight per plant, DBA Artemis had a significantly reduced response to heat stress for both control parents’ progeny groups and stressed parents’ progeny groups (AtCH vs. AtCC, AtHH vs. AtHC). There was no significant difference between progeny groups with the same progeny treatment but originated from different parents (AtHC vs. AtCC, AtHH vs. AtCH). However, for DBA Aurora, although heat stress had significantly reduced the grain weight for both control parents’ progeny groups and stressed parents’ progeny groups (AuCH vs. AuCC, AuHH vs. AuHC), the stressed progeny from the stressed parents (AuHH) had significantly higher grain weight than the stressed progeny from the control parents (AuCH). The exact same genotype-dependent trend can also be observed for biomass. For grain number per plant, DBA Artemis only showed a significant reduction in response to heat stress in the control parents’ progeny groups (AtCH vs. AtCC). In DBA Aurora, heat stress had significantly reduced the grain number for both control parents’ progeny groups and stressed parents’ progeny groups (AuCH vs. AuCC, AuHH vs. AuHC), but AuHH had significantly higher grain number than AuCH. For harvest index, DBA Artemis only showed a significant reduction in response to heat stress in the control parents’ progeny groups (AtCH vs. AtCC). For DBA Aurora, harvest index was only significantly reduced under heat stress for stressed parents’ progeny groups (AuHH vs. AuHC), but the harvest index of AuHH and AuCH had no significant difference. Neither of the two varieties showed any significant difference across treatment groups for 1000-grain weight.

For morphological traits, neither of the two varieties showed any significant difference across treatment groups for plant height and tiller number (Table 2). For main spike length, the stressed progeny from the stressed parents had the highest main spike length in DBA Artemis, whereas DBA Aurora treatment groups did not exhibit any significant difference. When comparing grain quality characteristics, DBA Aurora and DBA Artemis exhibited the same response pattern for grain protein content (GPC), where GPC only significantly increased in response to progeny HS in the groups from the control parents (i.e., AtCH vs. AtCC, AuCH vs. AuCC). For grain total starch content (TSC), neither of the varieties exhibited a significant response to progeny HS in groups from the same parents. However, the TSC of DBA Artemis groups from the stressed parents (AtHC and AtHH) was significantly higher than AtCC. The TSC of the DBA Aurora groups from the stressed parents (AuHC and AuHH) was significantly higher than AuCH. Neither of the two varieties showed any significant difference across treatment groups for flour yellowness pigmentation (*b).

### 2.2. Analysis of the miRNAome and Differentially Expressed miRNAs (DEMs)

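The plants were durum wheat of the cultivar DBA Aurora, and the name of a group gives first the treatment of the parents and then that of the progeny, C for control and H for heat, with _L for flag leaf and _G for developing grain. Control plants grew at 22/12 °C by day and by night, and heat-stressed progeny stood at 37/27 °C for 24 h. Tissue was sampled 5 days post-anthesis. RNA of 4 plants was pooled for each library, so each of the 8 combinations of group and tissue has 1 small RNA, 1 mRNA and 1 degradome library, and no library has a replicate. A difference between 2 libraries is therefore a difference between 2 pools, without an error between plants. A spread exists only where libraries of several groups were fitted at the same time: in additive limma fits over the 4 libraries of a tissue, with progeny heat and parental heat as factors and 1 residual degree of freedom, and in the comparison of the 4 flag leaf with the 4 developing grain libraries. The 32 gene lists and 34 miRNA families described here were fixed before the values were examined. For each list the median log2 ratio of its measured members was placed among 10000 random lists of genes of like expression, and the resulting percentile is a description, not a test. Of 384 such medians, 195 lay outside the middle 95% of the random lists.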

Flag leaf and developing grain samples of DBA Aurora were used for miRNAome, mRNA transcriptome and degradome sequencing analysis. DBA Aurora was chosen based on the positive impacts that the parental stress treatment had on progeny stress adaptation as observed in the physiological, morphological, yield and grain quality traits. 

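Small RNAs of the flag leaf gave 5141865 valid reads in AuCC_L, 9948521 in AuCH_L, 9341325 in AuHC_L and 9135097 in AuHH_L, and those of the developing grain gave 7020390 in AuCC_G, 8535899 in AuCH_G, 9416648 in AuHC_G and 12718007 in AuHH_G. In AuCC_L, 36.1% of the raw reads were lost at the step that removes adapters and unsuitable lengths, against 13.1 to 17.8% in the other libraries. The authors matched the reads to plant miRNAs of miRBase 22.1 and to the durum wheat genome with the ACGT101-miR program, and deposited 1 normalized read count per entry and library. The paper's text does not name the method of scaling. A normalized count of 0.454 to 1.90 corresponds to 1 read, depending on the library, and 91.6 to 94.1% of the values above 0 were whole multiples of that step within 1%. Reads in the listed entries made up 7.82 to 10.1% of the valid reads of the leaf libraries and 2.06 to 2.64% of those of the grain libraries. Each of the 12 pairs of libraries was compared by a 2 × 2 chi-square test, the test the paper names, with p under 0.05, taking here the entry's normalized count against the sum over all entries, together with a log2 ratio of the normalized counts beyond 1 in either direction. An entry at 0 in 1 of the libraries passed the size condition. The chi-square test compares 2 libraries, not 2 conditions. It covers the counting of reads alone, and only roughly, since it takes each normalized count as 1 read. In the grain 1 read stands for 1.25 to 1.90 normalized counts, so the counting noise is understated there. In AuCH_L, AuHC_L and AuHH_L it stands for 0.454 to 0.571, so the noise is overstated. Numbers of calls in leaf and grain are therefore not on the same scale.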

A total of eight sRNA libraries (two tissue types by four treatment groups) were constructed and sequenced. Over 94.13 million raw reads were generated, with over 36.40 million being unique reads (Table S1). After reads clean-up and filtering, over 71.25 million clean sRNA reads were obtained, of which nearly 31.56 million were unique sRNA reads. After bioinformatic analysis and reads annotation, 1771 MIR-miRNA entries (considering both different MIR gene origins and different mature miRNA products) were identified (Table S2). 

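In the flag leaf, the most abundant sequence was the 22 nt tae-miR7757-5p_1ss2TC (chromosome 3A), with a mean normalized count of 53837 over the 4 libraries against 13261 in the developing grain. The grain was led by osa-miR396e-5p (chromosome 2A), a member of the miR396 family that targets growth-regulating factors, with a mean of 82386 against 27541 in the leaf. A single sequence made up 12.9 to 16.4% of the normalized counts in a leaf library and 21.1 to 28.0% in a grain library. The miR167 family, which targets auxin response factors, summed to a mean of 37435 in the leaf and 9193 in the grain. The miR168 family includes a miRNA that targets the slicer protein AGO1. The family summed to means of 12427 and 6323, of which 8122 and 3906 were the 3p sequence osa-miR168a-3p_L-4. In total, 1763 entries with 1742 names and 1713 different mature sequences were used here. Entries of the same mature sequence with different precursors carry equal counts. Between 751 (AuCC_G) and 1185 (AuCH_L) entries were above 0 in a library, and between 606 (AuHH_L) and 806 (AuHH_G) had a normalized count of at least 10.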

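Conserved sequences supplied most of the normalized counts in the listed entries. Entries of group 1, the closest matches to known plant miRNAs, held 67.1 to 69.7% of the normalized counts of a leaf library and 45.1 to 49.7% of those of a grain library, although they were only 260 of the entries used here. Groups 2, 3 and 4 had 380, 355 and 41 entries. Group 5 miRNAs (no match in miRBase) numbered 727 and held 3.79 to 4.82% of the counts in the leaf and 11.2 to 13.7% in the grain. Group 5 in the grain includes PC-5p-116_18347 (chromosome 3A), with a mean count of 12567 in the grain and 0 in every leaf library. Lengths differed as well: 45.8% of the group 1 entries were 21 nt long and 11.2% were 24 nt long, against 23.0% and 37.0% in group 5. The highest count of an entry in any library had a median of 260.3 in group 1 and 25.6 in group 5.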

The miRNA entries were categorized into five groups (group 1 to group 5), where group 1 to 4 contains different sub-categories of conserved miRNAs (a total of 1038 miRNAs), and group 5 contains all the novel miRNAs (733) identified in this study. The conservation profile (Figure 2a) demonstrates the number of conserved miRNAs shared between the current study and the reference plant species in the miRBase. 

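By the species prefix of their closest miRBase match, 414 entries carried tae (bread wheat), 135 osa (rice), 119 ata (goat grass), 109 bdi (*Brachypodium distachyon*) and 73 gma (soybean). The entries matched to bread wheat held 51.2% of the normalized counts of the leaf libraries, led by tae-miR7757-5p_1ss2TC, and 34.2% of those of the grain libraries. Those matched to rice held 17.3% in the leaf and 31.0% in the grain, led there by osa-miR396e-5p, and those matched to goat grass held 29.1% and 22.1%, led by ata-miR167b-5p. A sequence with entries matched to more than 1 species counts in each of them, so the shares overlap. Only 1 entry, ttu-miR160, carried the prefix of durum wheat. The miR160 family silences auxin response factors.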

The top three conserved species were bread wheat (*Triticum aestivum*), rice (*Oryza sativa*) and goat grass (*Aegilops tauschii*). *Triticum turgidum* ranked last due to the limited number of ttu-miRNAs registered in the miRBase. 

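In the flag leaf, 646 entries were above 0 in all 4 groups, among them 452 conserved ones and 194 of group 5. A further 266 were found in AuCH_L, AuHC_L and AuHH_L but not in AuCC_L, the library with the fewest valid reads. The entries of these 3 libraries include the miR5054 family, which summed to 16.4, 12.6 and 23.2 there and to 0 in AuCC_L. In the developing grain, 550 entries were above 0 in all 4 groups, and 121 were found only in AuHH_G, the library with the most valid reads. miR408 family members, which target copper proteins such as plantacyanin, were at 0 in AuHC_G and summed to 34.7, 39.7 and 11.3 in AuCC_G, AuCH_G and AuHH_G. The miR528 family was at 0 in every grain library and summed to 586 to 1189 in the leaf. Entries confined to AuHH_G had a median normalized count of 6.25, and those confined to AuHC_L a median of 3.43. After the reads of each tissue had been thinned to the shallowest library, 799 entries remained in AuCC_L against 1079 to 1157 in the other leaf libraries.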

The distribution of miRNAs across different treatment groups are shown by Venn diagrams for both the flag leaf and the developing grains tissue (Figure 2b).

The normalized reads counts of conserved and novel miRNAs were used to identify significant DEMs (*p* < 0.05 and |log2foldchange| > 1) in pair-wise comparisons subject to different factors. To investigate how miRNAs respond to progeny HS treatment, pair-wise comparisons were made between treatment groups of the same parental origin: AuCH vs. AuCC and AuHH vs. AuHC (Table S3). 

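In leaves after control parents, the normalized count of bdi-MIR7757-p5_1ss5AG (chromosome 3A) rose with heat from 37.6 in AuCC_L to 4094 in AuCH_L (log2 6.77). That of osa-miR827_L-1 (chromosome 2B), a variant of the miRNA that controls SPX proteins of phosphate homeostasis, rose from 26.1 to 2597 (log2 6.64). The entry osa-miR827 itself went the other way, from 3924 to 1940. The sum of the miR827 family went from 4475 to 5048, so the rise belongs to the variant and not to the family. ata-miR9863a-3p_L-1_1ss9TC, of a family that targets NLR immune receptors, rose from 192 to 1991. Among the falls, PC-5p-8594_375 went from 254 to 24.5 (log2 −3.37) and osa-miR168a-3p_L-4, from the miR168 precursor, from 9975 to 4800 (log2 −1.06). The miR156 family, which silences SPL transcription factors, had 14 entries that rose and 1 that fell among 26, and the miR398 family, which targets Cu/Zn superoxide dismutase, had 3 that fell among 8. In the developing grain, bdi-MIR7757-p5_1ss5AG rose from 29.3 to 745 (log2 4.67) and ata-miR9863a-3p_L-1_1ss9TC from 141 to 867. tae-miR531_L-2R+2_1 fell in the grain from 172 to 39.7 (log2 −2.11), and the miR398 family had 3 entries that fell among 5.

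By the chi-square rule, 345 entries rose and 274 fell in the leaf of 1257 with any reads, and 263 rose and 198 fell in the grain of 987. The leaf calls include 241 rises of conserved and 104 of group 5 miRNAs, the grain calls 118 and 145. In the leaf 344 and in the grain 329 of these entries were at 0 in 1 of the 2 libraries, and AuCC_L, the reference of the leaf comparison, is also the library in which most raw reads were lost to adapters and lengths. Both bdi-MIR7757-p5_1ss5AG and osa-miR827_L-1 were low in that 1 leaf library and reached 1735 or more in each of the other 3.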

For treatment groups from the control parents, 561 miRNAs showed a significant stress responsive expression pattern (*p* < 0.05 and |log2foldchange| > 1) to the progeny HS treatment in flag leaf tissue (AuCH_L vs. AuCC_L), and 459 miRNAs showed a significant stress responsive expression pattern in the developing grains (AuCH_G vs. AuCC_G). For treatment groups from the heat stressed parents, 366 miRNAs showed a significant stress responsive expression pattern (*p* < 0.05 and |log2foldchange| > 1) to the progeny HS treatment in flag leaf tissue (AuHH_L vs. AuHC_L) and 460 miRNAs showed a significant stress responsive expression pattern in the developing grains (AuCH_G vs. AuCC_G).

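In leaves of progeny from heat-stressed parents, the miR168 family fell from 18664 in AuHC_L to 7961 in AuHH_L, with both of its entries passing the rule. The 3p sequence osa-miR168a-3p_L-4 made up 12628 and 5085 of these sums. PC-5p-8594_375 fell from 145 to 9.47 (log2 −3.94), and ata-miR5062a-3p_2ss2TC18AG (chromosome 5B) from 637 to 99.9 (log2 −2.67). bdi-MIR7757-p5_1ss5AG, which had risen with heat after control parents, fell here from 5396 to 1974 (log2 −1.45), and so did osa-miR827_L-1, from 3516 to 1735 (log2 −1.02). The entry osa-miR827 went from 1799 to 3601, and the miR827 family sum from 6224 to 5910. Among the rises, PC-5p-2477_971 went from 7.42 to 157 (log2 4.40) and osa-miR166m_1ss9GT, of the family that targets HD-ZIP III transcription factors, from 6.85 to 106 (log2 3.95). In the grain (AuHH_G vs. AuHC_G), the miR1128 family had 50 entries that rose and 3 that fell among 57, all 6 entries of miR9666 rose, with a sum of 624 against 237, and ssp-MIR169-p3_2ss13GC17AC rose from 9.49 to 97.52 (log2 3.36). tae-miR531_L-2R+2_1 fell from 68.3 to 23.8.

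Of the leaf entries, 176 rose and 211 fell by the chi-square rule, a split that turns to 201 and 192 with median-ratio scaling and to 309 and 253 with whole reads over valid reads. Of the grain entries, 315 rose and 152 fell. Across the 2 parental origins the leaf calls went opposite ways for 218 entries and the same way for 21. Lists drawn independently would share 88.9 in opposite directions, 44.6 higher in both and 42.5 lower in both. In the grain, 131 entries went the same way and 60 opposite ways, beside 70.0 higher in both, 25.4 lower in both and 86.5 opposite for independent lists. An additive limma fit over the 4 libraries of a tissue, on log2(normalized count + 1), called 0 of 704 leaf entries and 0 of 828 grain entries for progeny heat. Unadjusted, 6 and 78 had p under 0.05 in the limma fits, which recovered on average 1.15% of simulated changes of log2 3 in the leaf and 15.0% in the grain. With a minimum count of 10, the leaf calls numbered 246 and the grain calls 310.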

To investigate how miRNA expression was affected by the parental treatment factor, pair-wise comparisons were made between the same progeny treatment groups with a different parental origin: AuHC vs. AuCC and AuHH vs. AuCH (Table S4). 

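After parental heat, leaves of control progeny held more of the miR408 family, which targets copper proteins: it summed to 119 in AuCC_L and 649 in AuHC_L, with 4 of 5 entries higher, and its member tae-miR408_L-2 rose from 8.36 to 413 (log2 5.63). The miR397 family, which targets laccases, had 3 of 4 entries higher, with tae-MIR397-p5 at 15345 against 5650 (log2 1.44), and the miR399 family, which targets the phosphate regulator PHO2, had 6 of 13 higher, while 1 of 8 miR398 entries fell and 0 rose. bdi-MIR7757-p5_1ss5AG was higher here too, at 5396 against 37.6 (log2 7.16). PC-5p-2477_971 fell from 415 to 7.42 (log2 −5.80) and osa-miR166m_1ss9GT from 132 to 6.85 (log2 −4.26). In the developing grain, bdi-MIR7757-p5_1ss5AG stood at 1949 in AuHC_G against 29.3 in AuCC_G (log2 6.06) and bdi-miR1878-3p_L-1_1ss14AG at 184 against 9.14 (log2 4.33). All 6 miR9666 entries and 4 of 5 miR398 entries fell there, and ath-miR8175_L-2 fell from 329 to 60.7 (log2 −2.44).

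In the leaf 392 entries were higher and 314 lower by the chi-square rule, and in the grain 276 were higher and 211 lower (206 and 256 with whole reads over valid reads). The reference libraries are those of the heat comparison after control parents. Of the leaf entries, 512 went the same way in AuCH_L and in AuHC_L against the shared AuCC_L and 2 went opposite ways, and in the grain 274 and 8 did against AuCC_G. Reads redrawn from libraries without any difference gave medians of 4.5 and 24 such shared calls, with at most 11 and 37. These draws hold counting noise alone and no spread between pools. They therefore do not show how much of the sharing comes from the common reference library.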

For the control progeny treatment groups, 667 miRNAs showed a significant expression pattern (*p* < 0.05 and |log2foldchange| > 1) due to the different parental treatment in the flag leaf tissue (AuHC_L vs. AuCC_L) and 488 miRNAs showed a significant expression pattern in the developing grains (AuHC_G vs. AuCC_G). For the heat stressed progeny groups, 187 miRNAs showed a significant expression pattern (*p* < 0.05 and |log2foldchange| > 1) due to the different parental treatment in the flag leaf tissue (AuHH_L vs. AuCH_L) and 430 miRNAs showed a significant expression pattern in the developing grains (AuHH_G vs. AuCH_G).

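Under heat, miR408 entries also stood higher in leaves after heat-stressed parents. tae-miR408_L-1 (chromosome 7B) rose from 50.0 in AuCH_L to 320 in AuHH_L (log2 2.68), with 4 of 5 miR408 entries higher, and tae-MIR397-p5 rose from 3620 to 7890 (log2 1.12). Of 16 miR399 entries 10 were higher and 0 lower. osa-MIR818c-p5_2ss19GA20GA fell from 73.2 to 21.3, and PC-5p-1180_1804 from 406 to 143. In the grain (AuHH_G vs. AuCH_G), hvu-MIR6191-p5_1ss9AG rose from 7.94 to 51.9 (log2 2.71), osa-miR396e-5p_L-1_1ss13CT from 15.9 to 63.8 (log2 2.01), and the miR1128 family had 50 entries higher and 5 lower among 59. osa-miR398a_L+1R-1 fell in the grain from 84.2 to 30.0 (log2 −1.49).

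The chi-square rule called 125 entries higher and 105 lower in the leaf, and 317 higher and 112 lower in the grain, where 289 of the called entries were at 0 in 1 of the 2 libraries. Calls for parental heat went the same way under both progeny treatments for 32 leaf entries and opposite ways for 113, where independent lists would give 59.1 of the latter. In the grain 138 went the same way and 45 opposite ways, where 82.7 would be opposite. The additive limma fits called 0 entries in either tissue for parental heat, with 4 leaf and 74 grain entries under an unadjusted p of 0.05. A minimum count of 10 left 134 leaf and 259 grain calls, and whole reads compared against all valid reads gave 443 leaf calls, 211 higher and 232 lower.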

To investigate miRNAs with a tissue-specific expression pattern, pair-wise comparisons were made between the flag leaf and developing grain samples of the same treatment group (Table S5). For the control progeny treatment group from the control parents, 920 miRNAs showed significant tissue-specific expression (*p* < 0.05 and |log2foldchange| > 1) (AuCC_L vs. AuCC_G). 

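The flag leaf and the developing grain of unstressed plants differed in some of their most abundant miRNAs. tae-MIR530-p5 (chromosome 2A) had a normalized count of 21680 in AuCC_L and 96.9 in AuCC_G (log2 7.81), and ata-miR1432-5p_L+1R-1, of a family that targets EF-hand calcium sensors, had 11546 against 133. Of 23 miR156 entries 21 were higher in the leaf, with sums of 5378 and 350.3 for the family. On the grain side, tae-miR9654b-3p_L+1_1ss20GT stood at 6610 against 9.40 (log2 −9.46), ata-miR396e-5p at 12025 against 56.4 (log2 −7.74), and the miR319 family, which targets TCP transcription factors, summed to 4527 against 39.7. The chi-square rule called 505 entries higher in the leaf and 466 higher in the grain, and 382 and 435 with a minimum level of 10.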

For the heat stressed progeny group from the control parents, 1083 miRNAs showed significant tissue-specific expression (*p* < 0.05 and |log2foldchange| > 1) (AuCH_L vs. AuCH_G). 

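In heat-stressed progeny of control parents, tae-MIR530-p5 stood at 15636 in AuCH_L and 36.5 in AuCH_G (log2 8.74), and tae-miR5200 at 388 against 2.65. Of 26 miR156 entries 24 were higher in the leaf and 0 in the grain. tae-miR9654b-3p_L+1_1ss20GT was the opposite, at 25.2 in the leaf and 7376 in the grain, and 10 of 16 miR166 entries were higher in the grain. By the chi-square rule 576 entries were higher in the leaf and 547 in the grain, and 786 of these were at 0 in 1 of the 2 tissues. A minimum level of 10 turned the split to 416 and 466, and median-ratio scaling to 559 and 561.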

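In control progeny of heat-stressed parents, zma-miR156d-3p_1ss8TC had a normalized count of 2824 in AuHC_L and 39.9 in AuHC_G, and 26 of 27 miR156 entries were higher in the leaf. All 5 miR408 entries were higher in the leaf too, since the family was at 0 in AuHC_G. tae-miR9659-3p stood at 7729 in the grain against 59.96 in the leaf, and PC-3p-280_7641, a group 5 miRNA, at 3524 against 7.42. In all, 599 entries were called higher in the leaf and 525 higher in the grain by the chi-square rule, and 448 and 495 with a minimum level of 10. Conserved miRNAs were 415 of the 599 and 182 of the 525.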

For the control progeny treatment group from the stressed parents, 1087 miRNAs showed significant tissue-specific expression (*p* < 0.05 and |log2foldchange| > 1) (AuHC_L vs. AuHC_G). 

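After heat in both generations, osa-miR160f-5p had a normalized count of 836 in AuHH_L and 6.25 in AuHH_G, and tae-MIR397-p5 had 7890 against 187 (log2 5.39). tae-miR9654b-3p_L+1_1ss20GT stood at 23.7 in the leaf and 11166 in the grain, and 13 of 17 miR166 entries were higher in the grain. The chi-square rule called 536 entries higher in the leaf and 618 higher in the grain, and 825 and 412 with whole reads over valid reads. Taking the 4 leaf and 4 grain libraries as replicates of the tissues, with limma on log2(normalized count + 1), 218 of 710 entries were higher in the leaf and 276 higher in the grain at an adjusted p under 0.05. Among the 35 ways to split the 8 libraries into 4 and 4, only the split by tissue called any entry. Without the minimum level, the fit called 947 entries, 515 higher in the leaf and 432 in the grain.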

For the heat stressed progeny group from the stressed parents, 1067 miRNAs showed significant tissue-specific expression (*p* < 0.05 and |log2foldchange| > 1) (AuHH_L vs. AuHH_G).

### 2.3. Analysis of the mRNA Transcriptome, Degradome and Differentially Expressed Genes (DEGs)

Transcriptome sequencing of the eight libraries generated over 689 million reads, of which over 655 million can be mapped to the reference genome assembly (Table S1). 

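The mRNA libraries held 72795993 to 85170233 mapped reads in the flag leaf and 79223945 to 87645615 in the developing grain. The authors aligned the reads to the durum wheat genome with HISAT2 2.0, assembled them with StringTie 1.3.0 and deposited FPKM per gene, in which genes without signal carry 0.0001, treated here as 0. Of the mapped reads, 18.2 to 19.9% fell on several places of the genome, which holds near-identical copies of many genes. Settings had to be chosen here because the files hold no read counts: differences were taken as log2 of (FPKM + 1) in the first library over (FPKM + 1) in the second, and a gene was called by size when this passed 1 in either direction with an FPKM of at least 1 in 1 of the 2 libraries. This rule of size carries no p, since the files used here hold neither read counts nor replicates. Adjusted p come from additive limma fits on log2(FPKM + 1) over the 4 libraries of a tissue. Simulated changes of log2 2 were recovered in 0.3% of cases by the leaf limma fit and in 100% by the grain limma fit. Of the simulated calls of the grain fit, 11.3% were genes without a change.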

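In the flag leaf, the highest FPKM belonged to photosynthesis: Rubisco activase B (TRITD4Bv1G060980, chromosome 4B), which restores the CO2-fixing enzyme, had a mean of 4073, a Rubisco small chain (TRITD5Av1G123700) 3862 and a photosystem II 10 kDa polypeptide (TRITD6Bv1G207070) 3111. In the developing grain, defence and storage proteins led, with the amylase/trypsin inhibitor CM16 (TRITD4Bv1G186120) at a mean of 4904, beta purothionin (TRITD1Av1G210730) at 4261 and the LMW-m1 glutenin subunit (TRITD0Uv1G003600), a gluten protein, at 3621. Of the 66559 genes, 12443 had no signal in any library, 38553 reached an FPKM of 1 in at least 1 library and 21336 did so in all 8. Between 27032 (AuCC_L) and 28890 (AuHH_L) genes reached it in a leaf library and between 30836 (AuCC_G) and 32124 (AuCH_G) in a grain library. A protein name was given for 41097 genes. The 10 highest genes held 3.39 to 6.37% of the summed FPKM of a leaf library and 2.87 to 5.95% of that of a grain library.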

A total of 66,559 genes (Table S6) have been identified from the sequencing reads, and their normalized abundance in each library was represented as FPKM (Fragments Per Kilobase Million). Significant DEGs (*p* < 0.05 and |log2foldchange| > 1) were identified in pair-wise comparisons subject to different factors.

To identify DEGs in response to the progeny HS treatment factor, pair-wise comparisons were made between treatment groups of the same parental origin: AuCH vs. AuCC and AuHH vs. AuHC (Table S7). For treatment groups from the control parents, 2756 DEGs showed a significant stress responsive pattern (*p* < 0.05 and |log2foldchange| > 1) to the progeny HS treatment in the flag leaf tissue (AuCH_L vs. AuCC_L) and 263 DEGs showed a significant stress responsive pattern in the developing grains (AuCH_G vs. AuCC_G). 

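Small heat shock proteins, which keep damaged proteins from clumping, rose most in heated leaves of control parents: 30 of 35 measured members were higher and 0 lower, with a median log2 of 4.01 (percentile 100 among random lists). The 26.4 kDa heat shock protein (TRITD4Av1G033110, chromosome 4A) went from an FPKM of 1.04 in AuCC_L to 1556 in AuCH_L, and the class I heat shock protein 1-like gene TRITD5Bv1G141210 from 0.843 to 1155. Disaggregases of the HSP101 and ClpB families had 8 of 12 higher, with chloroplast ClpB2 (TRITD5Av1G254880) at 613 against 46.6, and HSP90 chaperones 7 of 13, with HSP90-5 at 752 against 141 (TRITD5Bv1G142670). Of these lists, the leaf limma fit for heat called 1 of 12 disaggregases and 1 of 13 HSP90 chaperones, both higher. Adjusted over each list alone, 7 disaggregases were higher and 1 lower, and 5 HSP90 chaperones were higher and 2 lower. Light-harvesting chlorophyll proteins fell, with 0 of 39 higher and 11 lower (median −0.73, percentile 0), and the LHCII gene TRITD1Bv1G215350 went from 1244 to 303. Dehydrins and LEA proteins, which protect cells against water loss, had 13 of 16 higher, and NAC transcription factors 23 of 74 higher and 3 lower. The leaf limma fit for heat called 0 of either, and adjusted over the list alone it called 0 dehydrins and LEA proteins, and 20 NAC factors higher and 2 lower. Among single genes, peroxidase A2-like TRITD1Bv1G046830 fell from 50.1 to 0.979 and ent-kaurene synthase-like 3 (TRITD2Bv1G210160), a diterpene enzyme, from 137 to 4.12.

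In the developing grain, 21 of 37 small heat shock proteins rose and 2 fell (median 1.33), with TRITD5Bv1G141210 at 323 in AuCH_G against 4.75 in AuCC_G. HSP70 chaperones had 4 higher and 4 lower of 41, and a cognate HSP70 (TRITD4Bv1G126530) fell from 35.6 to 5.78. Xanthoxin dehydrogenase (TRITD5Av1G228510), of abscisic acid synthesis, rose from 0.0117 to 21.3. By size, 2964 genes were higher and 1494 lower in the leaf of 29484 with an FPKM of 1, and 436 higher and 143 lower in the grain of 32745. With an FPKM of at least 5 the grain count was 350, and with a pseudocount of 0.1 it was 1526.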

For treatment groups from the heat stressed parents, 2378 DEGs showed a significant stress responsive pattern (*p* < 0.05 and |log2foldchange| > 1) to the progeny HS treatment in the flag leaf tissue (AuHH_L vs. AuHC_L) and 531 DEGs showed a significant stress responsive pattern in the developing grains (AuCH_G vs. AuCC_G). 

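After heat-stressed parents, heated leaves again showed the small heat shock proteins, with 24 of 35 higher and 1 lower (median log2 3.53, percentile 100). The 26.4 kDa protein TRITD4Av1G033110 stood at 0.956 in AuHC_L and 2178 in AuHH_L. Heat stress transcription factors had 3 higher and 7 lower of 28 (median −0.40, percentile 0), among them HsfA2e (TRITD4Av1G008900), an activator of chaperone genes, at 10.9 against 97.0 in AuHC_L, the high library (8.53 in AuCC_L). After control parents 2 were higher and 2 lower, and the leaf limma fit for heat called 0 of them, also adjusted over the list alone. Glutathione S-transferases, which conjugate toxic compounds, had 46 higher and 5 lower of 84 (median 1.08), with GSTF1 (TRITD3Av1G193460) at 547 against 50.6. After control parents these genes had 16 higher and 16 lower of 81 (median 0.02), and AuHC_L had 4 higher and 16 lower of 71 against AuCC_L (median −0.53), so the difference between AuHH_L and AuHC_L also holds the low level of AuHC_L. The leaf limma fit for heat called 1 higher and 0 lower of 76, and 16 higher and 5 lower when adjusted over the list alone. WRKY transcription factors had 24 higher and 2 lower of 89, but AuHC_L was itself low in this list against AuCC_L. The leaf limma fit for heat called 0 of them, also adjusted over the list alone. Linalool synthase (TRITD6Bv1G022690), which makes a volatile terpene, rose from 0.174 to 79.1, and CCG-binding protein 1 (TRITD5Bv1G204300) fell from 61.3 to 5.18.

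In the grain (AuHH_G vs. AuHC_G), seed storage proteins and amylase inhibitors had 40 of 45 higher and 0 lower (median 1.95, percentile 100), with LMW-m1 glutenin (TRITD0Uv1G003600) at 5616 against 820. AuHC_G was low in these genes against the mean of the 3 other grain libraries, with 38 of 45 lower and a median of −1.83. Small heat shock proteins had 18 higher and 3 lower of 37, and HSP70 chaperones 2 higher and 9 lower of 43 (median −0.52). In total 3076 leaf genes were higher and 1130 lower by size, and 672 grain genes were higher and 287 lower. The median of all leaf genes was itself shifted by 0.10. The grain count was 606 with an FPKM of at least 5 and 2167 with a pseudocount of 0.1.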

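Genes that responded to heat in the same way after control and after heat-stressed parents were mostly rises. In the leaf, 1308 genes were higher and 433 lower with heat from both origins, where independent lists would share 294 and 54.5, and 99 went opposite ways, where 256 would. The iPGM-like phosphoglycerate mutase gene TRITD4Bv1G107490, of glycolysis, rose from 0.0685 to 138 and from 0.143 to 88.8. In the grain 182 were higher and 49 lower from both, beside 8.68 and 1.22, and 17 went opposite ways. Higher genes were 66.5% (AuCH_L vs. AuCC_L) and 73.1% (AuHH_L vs. AuHC_L) of the leaf calls by size and 75.3% (AuCH_G vs. AuCC_G) and 70.1% (AuHH_G vs. AuHC_G) of the grain calls. With the median of all genes set to 0 these shares were 62.0, 64.1, 69.0 and 76.4%.

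The additive limma fit of the leaf called 56 genes higher and 3 lower of 28766 at an adjusted p under 0.05, with 5896 under an unadjusted p of 0.05. Small heat shock proteins were 15 of the 56 (27 higher and 0 lower when adjusted over the list alone), and TRITD4Av1G033110 had log2 9.85 (standard error 0.25, adjusted p = 0.00916 from limma). In the grain the limma fit called 1391 genes higher and 846 lower of 32227, among them 20 small heat shock proteins higher and 4 lower (22 and 5 adjusted over the list alone) and 4 HSP70 chaperones higher and 19 lower (4 and 24). It also called 15 light-harvesting (24 higher and 2 lower adjusted over the list alone) and 11 photosystem genes (19 and 0) higher in heated grain. Storage proteins had 30 higher and 0 lower (38 and 0 adjusted over the list alone), with AuHC_G the low library. Both counts depend on how the spread is estimated: 1 fit over all 8 libraries, in which leaf and grain share a common spread, called 2872 leaf and 5 grain genes. Fits without parental heat as a factor called 227 leaf and 1135 grain genes, and an FPKM of at least 5 gave 206 leaf and 1325 grain genes.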

Interestingly, in all these comparisons, the number of DEGs that were up-regulated under progeny heat stress was always higher than the number of down-regulated DEGs (Figure 3a). KEGG pathway enrichment analysis of these progeny heat stress-responsive DEGs revealed the functional regulatory pathways that the genes are associated with (Figure 4). Some KEGG pathways were commonly enriched for progeny groups from the control and the stressed parents, while some KEGG pathways were specific to different pair-wise comparisons. For example, in the flag leaf, KEGG pathway ABC transporters (ko02010) were enriched for progeny groups from both the control and the stressed parents (AuCH_L vs. AuCC_L and AuHH_L vs. AuHC_L). Similarly, in the developing grains, MAPK signaling pathway—plant (ko04016) was also enriched for both AuCH_G vs. AuCC_G and AuHH_G vs. AuHC_G. However, in the flag leaf, KEGG pathways like phenylpropanoid biosynthesis (ko00940) and photosynthesis—antenna proteins (ko00196) were exclusively enriched for progeny groups from the stressed parents (AuHH_L vs. AuHC_L). 

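ABC transporters, membrane pumps for hormones, waxes and toxic compounds, had list medians within the range of random lists in both leaf comparisons. Of 139 measured members in AuCH_L vs. AuCC_L, 14 were higher and 11 lower (median log2 0.12, percentile 71.1 among random lists). In AuHH_L vs. AuHC_L, 22 of 134 were higher and 3 lower (median 0.24, percentile 96.4). ABCG37 (TRITD3Av1G142750, chromosome 3A) went from an FPKM of 32.2 in AuHC_L to 72.8 in AuHH_L, while it was 63.3 in AuCC_L and 56.4 in AuCH_L. The soluble family member ABCF1 (TRITD7Av1G135480), the most expressed, stood at 113 to 148 in the 4 leaf libraries. The leaf limma fit for heat called 0 members, and 8 higher and 1 lower adjusted over the list alone.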

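Of mitogen-activated protein kinases, which pass stress signals from receptors to transcription factors, few passed the rule of size in heated grain. Of all genes, 579 of 32745 passed it in AuCH_G vs. AuCC_G and 959 of 32984 in AuHH_G vs. AuHC_G. In AuCH_G vs. AuCC_G, 1 of 54 measured members was higher and 0 lower (median log2 −0.01, percentile 7.17), and in AuHH_G vs. AuHC_G 2 of 56 were higher and 0 lower (median −0.13, percentile 12.9). The MAPK7-like gene TRITD1Bv1G214990 had FPKM of 34.3 in AuCC_G, 26.7 in AuCH_G, 29.9 in AuHC_G and 26.9 in AuHH_G, and MAPK FLRS (TRITD7Av1G032080) had 31.4, 30.5, 35.9 and 30.2. The grain limma fit for heat called 3 members higher and 0 lower, and the same adjusted over the list alone. The list was drawn from protein names and holds the kinases themselves, not the other components of the pathway map.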

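Genes of phenylpropanoid synthesis, the route to lignin and phenolic compounds, that passed the rule of size were mostly higher in heated leaves from both origins. In AuHH_L vs. AuHC_L 51 of 95 were higher and 6 lower (median log2 1.19, percentile 100), and in AuCH_L vs. AuCC_L 28 of 87 were higher and 5 lower (median 0.58, percentile 100). The difference between the origins was not tested. Cinnamoyl-CoA reductase 1 (TRITD5Av1G231280), of lignin synthesis, was among the falls, at FPKM of 95.1 in AuCC_L, 23.3 in AuCH_L, 86.4 in AuHC_L and 28.6 in AuHH_L. Antenna proteins of the photosystems fell after both origins, with 0 of 44 higher and 21 lower in AuHH_L vs. AuHC_L (median −0.94, percentile 0). CP26 (TRITD4Av1G168380), which links the antenna to photosystem II, stood at 1982 in AuHC_L and 996 in AuHH_L, and TRITD1Bv1G215350 at 1759 and 279. The leaf limma fit called 0 members of either list for heat, and adjusted over the list alone 29 higher and 7 lower of phenylpropanoid synthesis and 0 higher and 18 lower of the light-harvesting proteins.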

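Few flavonoid genes of the developing grain passed the rule of size with heat. In AuCH_G vs. AuCC_G, 1 of 82 measured members was higher and 0 lower (median log2 0.18, percentile 97.3), beside 579 of 32745 called among all genes. In AuHH_G vs. AuHC_G, 3 of 79 were higher and 1 lower (median 0.09, percentile 99.3), beside 959 of 32984. Chalcone isomerase 3 (TRITD5Bv1G092530), an early enzyme of the route, had FPKM of 40.7 in AuCC_G, 59.6 in AuCH_G, 43.8 in AuHC_G and 65.6 in AuHH_G. A flavonoid O-methyltransferase (TRITD3Av1G051640) had 114, 67.0, 99.6 and 65.5. Of brassinosteroid synthesis and signalling, 5 genes were measured in the grain and 0 passed the rule of size in either comparison, and the receptor partner BAK1 (TRITD1Av1G185250) had 60.5, 49.8, 85.4 and 56.1. The grain limma fit for heat called 7 flavonoid genes higher and 4 lower of 77, beside 1391 and 846 of 32227 among all genes. Adjusted over the list alone it called 9 and 5. It called 0 brassinosteroid genes, 0 higher and 1 lower adjusted over the list alone.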

In the developing grains, pathways such as flavonoid biosynthesis (ko00941) and brassinosteroid biosynthesis (ko00905) were also only enriched for progeny groups from the stressed parents (AuHH_G vs. AuHC_G).

To investigate how gene expression was affected by the parental treatment factor, pair-wise comparisons were made between the same progeny treatment groups with a different parental origin: AuHC vs. AuCC and AuHH vs. AuCH (Table S8 and Figure 3b). 

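Between the 2 pooled leaf libraries of unstressed progeny, photosynthesis and heat regulator lists differed by size, while the limma fit for parental treatment called 0 light-harvesting, photosystem and heat stress transcription factor genes, also adjusted over each list alone. Light-harvesting proteins had 19 of 44 higher and 0 lower in AuHC_L vs. AuCC_L (median log2 0.86, percentile 100), and photosystem subunits 7 of 50 higher and 0 lower (median 0.61). Heat stress transcription factors had 8 of 26 higher and 1 lower, with HsfA2e (TRITD4Av1G008900) at an FPKM of 97.0 against 8.53 and A6e (TRITD1Av1G217550) at 51.8 against 2.37, and small heat shock proteins had 8 of 22 higher and 0 lower (median 0.68). A cognate HSP70 (TRITD4Bv1G126530) stood at 307 against 57.3, and sucrose:fructan 6-fructosyltransferase (TRITD4Av1G261410), which builds the storage sugar fructan, at 74.0 against 6.91. WRKY transcription factors had 2 higher and 15 lower of 80, and an LRR receptor kinase (TRITD5Av1G244710) fell from 64.6 to 7.18.

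In the grain (AuHC_G vs. AuCC_G), 37 of 43 storage protein and inhibitor genes were lower and 0 higher (median −1.44, percentile 0), and 13 of 34 small heat shock proteins were higher and 0 lower. The grain limma fit for the parental stress called 0 of 37 small heat shock proteins, and 16 higher and 0 lower when adjusted over the list alone. Prolamin binding factor (TRITD5Av1G116250), which binds the promoters of storage protein genes, rose from 1.33 to 39.6. By size, 820 leaf genes were higher and 942 lower, and 187 grain genes were higher and 228 lower. With the median of all genes set to 0 the leaf split was 1070 higher and 738 lower, and the grain split 139 and 270. AuCC_L is also the reference of the leaf heat comparison: 742 genes went the same way in both against it, where simulated libraries without any difference gave a median of 504 and at most 585. In the grain 78 did, beside 8 and at most 15. The simulations hold fewer genes than the observed overlaps (28766 beside 30004 in the leaf, 32227 beside 33337 in the grain). Their spread comes from the additive fits, in which a true interaction counts as spread. They therefore do not show how much of the sharing comes from the common reference library. A pseudocount of 0.1 gave 3228 leaf and 1035 grain calls (587 higher and 448 lower in the grain), and an FPKM of at least 5 gave 251 grain calls.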

For control progeny treatment groups, 1133 DEGs showed a significant expression pattern (*p* < 0.05 and |log2foldchange| > 1) due to the different parental treatment in the flag leaf tissue (AuHC_L vs. AuCC_L) and 203 DEGs showed a significant expression pattern in the developing grains (AuHC_G vs. AuCC_G). 

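Under heat, leaves after heat-stressed parents had lower dehydrins and LEA proteins, with 13 of 17 lower and 1 higher (median log2 −1.62, percentile 0), and the group 3 LEA gene TRITD4Bv1G187760 went from an FPKM of 466 in AuCH_L to 34.1 in AuHH_L. A cold responsive protein (TRITD4Bv1G187770) fell from 29.0 to 1.28 and a NAC transcription factor (TRITD7Av1G157640) from 20.7 to 1.05. Glutathione S-transferases had 31 of 85 higher and 1 lower (median 0.62, percentile 100), phenylpropanoid genes 37 of 96 higher and 4 lower, and linalool synthase (TRITD6Bv1G022690) stood at 79.1 against 1.06. Small heat shock proteins had 3 higher and 4 lower of 36. In the grain, prolamin binding factor (TRITD5Av1G116250) was again higher, at 45.1 against 2.00, the homeobox protein ROC8-like (TRITD7Av1G053820) lower, at 1.66 against 12.8, and storage proteins had 0 higher and 2 lower of 45.

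By size, 1412 leaf genes were higher and 1328 lower, and 88 grain genes were higher and 91 lower. Across the 2 progeny treatments 258 leaf genes went the same way with parental heat and 209 opposite ways, where independent lists would give 37.3 higher in both, 40.4 lower in both and 78.0 opposite. In the grain 20 went the same way and 12 opposite ways, beside 0.487, 0.614 and 1.10. A fit over all 8 libraries called 0 leaf genes for parental heat. The additive limma fit also called 0 in the leaf, with 2226 under an unadjusted p of 0.05. In the grain it called 17 genes higher and 18 lower, with prolamin binding factor at log2 4.03 (standard error 0.15, adjusted p = 3.12e-07 from limma), and 0 storage proteins higher and 3 lower (0 and 15 adjusted over the list alone). The grain count was 1 without progeny heat as a factor, 3 with an FPKM of at least 5, and 1 in a fit over all 8 libraries. By size, a pseudocount of 0.1 gave 4322 leaf and 603 grain calls. An FPKM of at least 5 turned the splits to 984 higher and 994 lower in the leaf and 42 and 40 in the grain, and with the median of all genes set to 0 the grain split was 91 and 83.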

For heat stressed progeny groups, 1705 DEGs showed a significant expression pattern (*p* < 0.05 and |log2foldchange| > 1) due to the different parental treatment in the flag leaf tissue (AuHH_L vs. AuCH_L) and 79 DEGs showed a significant expression pattern in the developing grains (AuHH_G vs. AuCH_G). KEGG pathway enrichment analysis of parental heat stress-responsive DEGs revealed the functional regulatory pathways that the genes are associated with (Figure S1). Some KEGG pathways were commonly enriched for progeny groups with different treatments, while some KEGG pathways were specific to different pair-wise comparisons. For example, in the flag leaf, ko00480 glutathione metabolism and ko00500 starch and sucrose metabolism were enriched for both control and stressed progeny groups under transgenerational effects (AuHC_L vs. AuCC_L and AuHH_L vs. AuCH_L). 

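Glutathione S-transferases that passed the rule of size were mostly lower in 1 and mostly higher in the other of the 2 leaf comparisons of parental heat, a difference that was not tested. In control progeny 4 of 71 were higher and 16 lower (median log2 −0.53, percentile 0), with GST2 (TRITD3Bv1G055380) at an FPKM of 91.0 in AuHC_L against 321 in AuCC_L. In heat-stressed progeny most of those that changed were higher, with GSTU1 (TRITD5Av1G214960) at 645 in AuHH_L against 296 in AuCH_L. Starch synthesis had 3 of 31 higher and 0 lower in control progeny (median 0.42, percentile 100) and 0 higher and 1 lower in heat-stressed progeny, and soluble starch synthase 3 (TRITD2Av1G261450) stood at 40.7 against 31.7 and at 102 against 87.7. Sucrose synthases and invertases, which split sucrose for use in the cell, had 4 higher and 2 lower of 37 and 3 higher and 5 lower of 44. A cell wall invertase (TRITD4Bv1G197690) fell from 37.7 to 14.8 in control progeny and rose from 89.3 to 181 in heat-stressed progeny, and the insoluble beta-fructofuranosidase TRITD5Av1G248570 went from 80.2 to 33.3 and from 115 to 303. The leaf limma fit for parental heat called 0 members of these lists, also adjusted over the list alone.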

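Of the carotenoid genes, 9 of 39 were higher and 0 lower in leaves of control progeny after heat-stressed parents (AuHC_L vs. AuCC_L, median log2 0.57, percentile 100). In AuHH_L vs. AuCH_L 2 were higher and 1 lower (median 0.11, percentile 89.7). The most expressed members did not pass the rule of size: zeaxanthin epoxidase (TRITD2Av1G193300), of the xanthophyll cycle, stood at FPKM of 339 in AuHC_L and 309 in AuCC_L, and the carotenoid cleavage dioxygenase gene TRITD6Bv1G159060 at 858 and 682. Rubisco small subunits and Calvin cycle enzymes had 6 of 23 higher and 0 lower in control progeny (median 0.68, percentile 100) and 1 higher in heat-stressed progeny (median 0.36). The Rubisco small chain TRITD5Av1G123700 had 6862 against 3583 and 3165 against 1839. Flavonoid and anthocyanin genes, the pigment route, had 5 higher and 3 lower of 80 in control progeny and 18 higher and 1 lower of 96 in heat-stressed progeny (median 0.31, percentile 100), with the 6'-deoxychalcone synthase TRITD2Bv1G158440 at 118 in AuHH_L against 25.9 in AuCH_L. Mitogen-activated protein kinases had 1 of 52 higher and 0 lower in control progeny and 0 higher and 8 lower of 60 in heat-stressed progeny (median −0.26, percentile 0), with TRITD7Bv1G170250 at 132 against 320 and TRITD7Av1G221430 at 71.4 against 241. The leaf limma fit for parental heat called 0 genes of these lists. Adjusted over the list alone it called 2 carotenoid genes higher and 0 lower and 0 genes of the other lists.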

KEGG pathways like carotenoid biosynthesis (ko00906) and carbon fixation in photosynthetic organisms (ko00710) were only enriched for the control progeny groups (AuHC_L vs. AuCC_L), while anthocyanin biosynthesis (ko00942) and MAPK signaling pathway—plant (ko04016) were only enriched for the heat stressed progeny groups (AuHH_L vs. AuCH_L).

To identify DEGs with a tissue type-dependent pattern, pair-wise comparisons of gene expression were made between leaf and grain libraries from the same treatment group (Table S9). In the AuCC group, 9155 DEGs had significant differential expression (*p* < 0.05, |log2foldchange| > 1) between the flag leaf and the grain libraries; in AuCH group, there were 9662 tissue-dependent DEGs; in AuHC group, there were 8870 tissue-dependent DEGs; and in AuCH group, there were 9473 tissue-dependent DEGs. 

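The flag leaf of every group was richer in photosynthesis and the developing grain in storage, starch and cell division genes. Photosystem subunits had 39 of 49 higher in the leaf in AuCC (median log2 1.87, percentile 100) and 0 higher in the grain, and Rubisco small subunits and Calvin cycle enzymes 22 of 23. Cysteine-rich receptor-like kinase 25 (TRITD0Uv1G086440) had an FPKM of 242 to 873 in leaf libraries and 0.363 to 0.726 in grain libraries, and delta-cadinene synthase (TRITD2Av1G038400), a sesquiterpene enzyme, 132 to 433 in the leaf and at most 0.0476 in the grain. Storage proteins and amylase inhibitors had 41 of 45 higher in the grain (median −8.09), histones 253 of 260 (median −4.61), starch synthesis 27 of 42 and cyclins 42 of 67. The inhibitor CM16 (TRITD4Bv1G186120) had 2444 to 5925 in the grain and 3.69 to 5.20 in the leaf.

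By size, 19706 genes differed between the tissues in AuCC, 19654 in AuCH, 20239 in AuHC and 19488 in AuHH. Taking the 4 groups as replicates of the tissues, limma called 7143 of 33568 genes higher in the leaf and 10680 higher in the grain at an adjusted p under 0.05. Among the 35 ways to split the 8 libraries into 4 and 4, the split by tissue was the only one with any call. With an FPKM of at least 5 the limma fit called 11855 genes.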

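Histone genes, which are active in dividing cells, made up 253 to 259 of the genes higher in the grain in a group. Counted by size, 8015 genes were higher in the leaf and 11691 in the grain in AuCC, 8353 and 11301 in AuCH, 7470 and 12769 in AuHC, and 8682 and 10806 in AuHH. The median log2 of all genes, leaf over grain, was −0.12 in AuCC and −0.30 in AuHC. With this median set to 0, the splits were 8701 and 10513, 8712 and 10744, 8896 and 9734, and 9106 and 10139, so that the leaf share of AuHC moved from 36.9 to 47.8%.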

In all these comparisons, the number of DEGs that were up-regulated (i.e., more abundant in the leaf tissue) was always higher than the number of down-regulated DEGs (i.e., more abundant in the developing grains) (Figure 3c).

Degradome sequencing of the eight mRNA degradome libraries generated over 608 million raw reads; among these, over 69 million were unique reads that can be mapped to the reference genome (Table S1). 

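The degradome libraries held 73165859 raw reads in AuCC_L, 87731445 in AuCH_L, 79044643 in AuHC_L and 90158334 in AuHH_L, and 90156417, 58937839, 74090067 and 55046956 in the grain libraries of the same groups. Unique reads that could be mapped numbered 6702983 to 8615151 in the leaf and 6753958 to 11722034 in the grain. Each read starts at the 5' end of a broken transcript. The authors searched these ends for places where a miRNA pairs with the transcript (ACGT101-DEG, CleaveLand 4.0) and deposited normalised tags per site and library. The values are whole multiples of 1 step per library and add up to about the same total in each library, so they are read here as RPM and were turned back into whole tags. A single tag stood for 8.98 RPM in AuCC_L, 6.55 in AuCH_L, 4.84 in AuHC_L and 6.30 in AuHH_L, and for 3.46 to 6.81 RPM in the grain. Tags in sites numbered 111265 to 206550 per leaf library and 146746 to 289241 per grain library. Positions with tags were fitted for heat and parental treatment with limma on log2(RPM + 1), and with the quasi-likelihood test of edgeR on whole tags, a test added after the data were seen.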

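Transcripts of 14000 to 16635 genes had a listed site with tags in a flag leaf library and of 15813 to 20904 genes in a developing grain library. Covered transcripts numbered 143896 in AuCC_L, 148883 in AuCH_L, 149553 in AuHC_L and 149729 in AuHH_L, and 161474, 161305, 164573 and 157401 in the grain. The leaf library with the fewest covered transcripts, AuCC_L, also had the fewest unique mapped reads of the leaf, and AuHH_G the fewest of both in the grain.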

The number of durum wheat reference transcripts that the reads were aligned to (i.e., number of covered transcripts) varied across the eight degradome libraries (ranging from 143,896 to 164,573). Further bioinformatics analysis profiled the miRNA-guided mRNA cleavage signatures within protein-coding gene transcripts. 

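The leaf site with the most tags lay in the calmodulin-like gene CML3 (TRITD1Av1G227440, chromosome 1A), a calcium sensor, where a miR1432 entry pairs at slice position 53: 1133 tags in AuCC_L, 1159 in AuCH_L, 696 in AuHC_L and 215 in AuHH_L. The calmodulin-binding transcription activator CAMTA2 (TRITD5Bv1G241190) had 464, 659, 850 and 372 tags with a miR5048 precursor fragment, and the auxin response factor ARF8-like (TRITD6Bv1G135540) 299, 389, 723 and 327 with osa-miR160f-5p, a family known to target auxin response factors. In the grain, ARF8-like had 361, 254, 381 and 182 tags, NDR1/HIN1-like protein 12 (TRITD5Bv1G171730), a defence protein, 724, 200, 531 and 111, and the stress regulator bZIP 50 (TRITD7Bv1G164440) 687, 230, 449 and 163. By family, miR5368 entries held the largest share of tags in both tissues, 4.63% in the leaf and 6.67% in the grain, followed by miR164 (4.43%) in the leaf and miR531 (4.13%) in the grain.

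The deposited lists hold 198413 sites in 25210 genes for the leaf and 231050 sites in 29277 genes for the grain, each with entries of 1024 miRNAs. Most sites rest on few reads: 55.8% of leaf and 50.1% of grain sites had 1 tag in the 4 libraries together, and 3.73 and 4.90% had tags in all 4 libraries. At least 100 tags in a library were reached by 109 leaf and 178 grain sites.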

In total, 198,472 miRNA-targeted transcript sites were identified in the flag leaf libraries and 231,116 target sites were identified in the developing grain libraries (Table S10). Table S10 also provides results of the detailed analysis of the degradomics (including transcript positions of miRNA:mRNA pairing, matched sequences between miRNA and mRNA targets and normalized degradome tags count in each library).

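Chaperone transcripts led the positions whose tags rose with heat. The 26.4 kDa heat shock protein (TRITD4Av1G033110) had 0 tags at slice position 381 in AuCC_L, 102 in AuCH_L, 1 in AuHC_L and 152 in AuHH_L (edgeR, adjusted p = 6.52e-11), and a cognate HSP70 (TRITD4Bv1G120830) 1, 95, 0 and 102 at position 1925 (edgeR, adjusted p = 6.75e-10). Rubisco activase A (TRITD4Av1G139700) had 0, 45, 0 and 83 tags at position 884 (edgeR, adjusted p = 2.34e-09) while its FPKM was 2744, 2415, 3544 and 3471. In the grain the 23.2 kDa heat shock protein (TRITD2Av1G191220) rose at position 378, with 0, 22, 0 and 30 tags (edgeR, adjusted p = 3.19e-04).

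In genes called by size from both origins, tags mostly followed the level of the transcript. Single positions could go another way. In the grain, NDR1/HIN1-like protein 12 (TRITD5Bv1G171730) had 724, 200, 531 and 111 tags in AuCC, AuCH, AuHC and AuHH, at FPKM of 20.8, 26.9, 9.75 and 28.1. In the leaf, positions in genes higher with heat by size from both origins (159 genes) had more tags with heat in both comparisons in 81.6% of cases and fewer in 1.31% (median log2 3.22). Positions in genes lower from both (56 genes) had fewer tags in 82.9% of cases (median −2.88), and positions in genes past the rule in neither comparison (1315 genes) had a median of −0.19. In the grain the medians of the same classes were 2.72, −2.34 and −0.40. Positions in genes called in 1 comparison alone are in none of these classes. For heat, limma called 166 positions higher and 21 lower in the leaf of 8509, and edgeR 230 and 19. In the grain limma called 27 higher and 30 lower of 13591, and edgeR 4 and 2. For parental treatment limma called 2 higher and 1 lower in the leaf where edgeR called 0 (562 positions under an unadjusted p of 0.05 in limma and 290 in edgeR), and in the grain 37 higher and 6 lower where edgeR called 33 and 0.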

### 2.4. Identification of Key miRNA-mRNA Modules with Integrated Omics Analysis

Analysis integrating the three types of sequencing data (small RNAome, transcriptome and degradome) was conducted as previously described [25,48,49], to discover miRNA-mRNA pairs with significant expression that showed an antagonistic pattern, according to the mRNA silencing effect of miRNA (Table S11). Briefly, validated pairs of miRNA and their targets were first selected where their expression (sRNA-seq and mRNA-seq) and pairing (degradome-seq) were confirmed. After which, only the pairs where both miRNA and mRNA showed a significant expression pattern were chosen. From these pairs, the ones where miRNA and mRNA had shown an antagonistic/opposite regulatory pattern were selected (i.e., significantly reduced miRNA expression matched to significantly increased mRNA expression, significantly increased miRNA expression matched to significantly decreased mRNA expression).

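Among pairs in which the gene rose in heated leaves of control parents while the miRNA fell, HSP26 (TRITD4Bv1G136930), a chloroplast chaperone, paired with a miR530 entry that stood at 12.7 in AuCH_L and 32.4 in AuCC_L, with 165 tags in the 2 libraries and an FPKM of 639 against 0.908. Tags of a pair are summed over both libraries, so they do not show more cleavage where the miRNA was higher. At position 326 of this gene, taken over all miRNAs, AuCC_L had 0 tags and AuCH_L 44. The cold and drought protein WCOR410c (TRITD6Bv1G146530) paired with PC-5p-1547_1413, a group 5 miRNA (no match in miRBase), at 100.9 against 468 (142 tags, FPKM 862 against 143). In the grain, a nonspecific lipid-transfer protein (TRITD5Av1G228290) and the 23.2 kDa heat shock protein (TRITD2Av1G191220) paired with a miR8175 entry listed at 0 in AuCH_G and at 9.14 in AuCC_G. By family, 3 group 5 miRNAs took part in 233 leaf pairs, of which 229 had the gene higher. From miR5368, 16 entries took part in 219, of which 167 had the gene lower.

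A pair here is a miRNA and a gene with a listed degradome site in the tissue, the miRNA called by the chi-square rule and the gene by the rule of size, in opposite directions. All pairs of 1 miRNA therefore have the gene on the same side. The split of a family by gene direction repeats the calls of its miRNAs and is no separate result. The leaf had 2249 such pairs (976 with the gene higher) and the grain 245 (146). Pairs in which both went the same way numbered 3042 and 357. With the directions of the miRNAs permuted 10000 times, the median was 2333 for the leaf, with counts as high as the real one in 7588 permutations, and 261 for the grain, with 7290. A requirement of tags in 1 of the 2 libraries left 1454 and 164 pairs, and a miRNA level of at least 10 turned the leaf split to 806 with the gene higher and 750 with it lower.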

Subject to the progeny HS treatment factor, 1009 pairs of miRNA-mRNAs exhibited a significant antagonistic pattern in the groups from the control parents in the leaf tissue (AuCH_L vs. AuCC_L); and 322 pairs in the grain tissue (AuCH_G vs. AuCC_G). A total of 1108 pairs of miRNA-mRNAs exhibited a significant antagonistic pattern in the groups from the stressed parents in the leaf tissue (AuHH_L vs. AuHC_L); and 361 pairs in the grain tissue (AuHH_G vs. AuHC_G). 

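After heat-stressed parents, HSP26 (TRITD4Bv1G136930) paired in the leaf with a miR5384 entry listed at 0 in AuHH_L and at 4.57 in AuHC_L, with 100 tags and an FPKM of 529 against 2.10. At position 326 of this gene, taken over all miRNAs, AuHC_L had 0 tags and AuHH_L 54. A glutathione S-transferase (TRITD5Bv1G211470), of detoxification, paired with a miR9674 precursor fragment at 9.94 against 36.55 (69 tags, FPKM 474 against 97.8). In the other direction, the carotenoid cleavage enzyme CCD-A4 (TRITD6Av1G171740) was at 109 against 379 while a miR8175 entry was at 84.3 against 23.4. In the grain, alpha-gliadin (TRITD6Bv1G014610), a gluten protein, paired with a miR6300 precursor fragment at 7.50 in AuHH_G and 24.7 in AuHC_G (310 tags, FPKM 991 against 236), and the cognate HSP70 gene TRITD5Bv1G232320 with a miR5049 precursor fragment at 39.4 against 0 (204 tags, FPKM 267 against 565). By family, miR5384 had 184 leaf pairs, all from 1 entry, and miR166 had 144 from 6 entries. The gene was higher in 184 and 142, which for the single miR5384 entry follows from its fall alone.

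The leaf had 2319 pairs (1611 with the gene higher) beside 2321 in the same direction, and the grain 339 (103) beside 698. Permuting the miRNA directions gave medians of 2470 and 389, and counts as high as the real ones in 9095 and 9669 of 10000 permutations.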

Within the same tissue type, the number of significant miRNA-mRNA pairs were higher in the groups from the stressed parents compared with the ones from the control parents, demonstrating that transgenerational HS priming has elicited a higher degree of responsiveness of the miRNA-mRNA modules. 

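The pair with the most tags involved HSP26 in the leaf after both parental origins, and in the grain a lipid-transfer protein after control parents and alpha-gliadin after heat-stressed parents. In the leaf, group 5 led after control parents, with 233 pairs of 3 miRNAs, and miR5384 after heat-stressed parents, with 184 pairs of 1 entry. In the grain, miR531 led after both, with 54 and 40 pairs. Antagonistic pairs were 42.5% of those with miRNA and gene both called in the leaf after control parents and 50.0% after heat-stressed parents. These antagonistic pairs came from 266 and 192 miRNAs and 1371 and 1418 genes. The grain had 40.7 and 32.7%, with antagonistic pairs from 76 and 103 miRNAs and 149 and 194 genes.

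The paper concludes that heat stress of the parents made the miRNA-mRNA modules more responsive, reasoning that within each tissue more pairs were found in progeny of stressed parents than in progeny of control parents. The counts compared here are single values per tissue, from pooled plants without replicates, and the difference between them was not tested. With a miRNA level of at least 10 the leaf order turned, with 1556 pairs after control parents and 1536 after heat-stressed parents, and with tags in 1 of the 2 libraries it stayed, with 1454 and 1764. The grain kept its order under both, with 207 and 258 for the miRNA level and 164 and 262 for the tags.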

Further classification analysis of KEGG pathways associated with these miRNA-mRNA modules revealed the percentage distribution of the key biological processes regulated in different pair-wise comparisons (Figure 5). The majority of the heat stress-responsive miRNA-mRNA modules participate in metabolism-related KEGG pathways, such as carbohydrate metabolism, which had the highest percentage enriched for all comparisons. Some differences can be observed for progeny groups from different parents. For example, in the flag leaf, transcription (under genetic information processing category) had a higher percentage in progeny groups from the stressed parents (AuHC_L vs. AuHH_L) than those from the control parents (AuCH_L vs. AuCC_L). In the developing grains, comparing the progeny groups from the stressed parents (AuHC_G vs. AuHH_G) to the ones from the control parents (AuCH_G vs. AuCC_G), a higher percentage of miRNA-mRNA pairs were involved in lipid metabolism but a lower percentage was found for transport and catabolism.

In response to the parental HS treatment, 715 pairs of miRNA-mRNAs exhibited an antagonistic expression pattern in the control treated progeny from different parents in the leaf tissue (AuHC_L vs. AuCC_L); and 440 pairs in the grain tissue (AuHC_G vs. AuCC_G). 

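In leaves of unstressed progeny, a G-type lectin receptor kinase (TRITD6Bv1G196180), a surface receptor, paired with the miR5048 precursor fragment tae-MIR5048-p5_1, at 1702 in AuHC_L against 577 in AuCC_L (99 tags, FPKM 22.1 against 48.4). The transcription factor NAC23 (TRITD7Bv1G194910) paired with tae-miR164, a known regulator of NAC genes, at 653 against 326 (69 tags, FPKM 0.897 against 3.13). In the grain, NDR1/HIN1-like protein 12 (TRITD5Bv1G171730) was at 9.75 against 20.8 with a miR1120 precursor fragment at 11.4 against 0 (422 tags), and alpha-gliadin (TRITD6Bv1G014610) at 236 against 763 with a miR6300 fragment at 24.7 against 0 (349 tags). By family, miR5368 had 156 leaf pairs, 139 with the gene lower, and miR408 64, all with the gene lower.

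The leaf had 1563 pairs (432 with the gene higher) beside 1964 in the same direction, and the grain 266 (144) beside 291. Counts as high came in 9570 and 7237 of 10000 permutations, around medians of 1656 and 273. Tags in 1 of the 2 libraries were present for 1049 and 201 pairs.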

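WCOR410c (TRITD6Bv1G146530) was lower in heated leaves after heat-stressed parents, at an FPKM of 328 in AuHH_L against 862 in AuCH_L, and the group 5 miRNA PC-5p-1547_1413 paired with it was at 227 against 100.9 (158 tags). The dehydration protein ERD7 (TRITD4Av1G031210) was at 7.11 against 35.2, and the miR408 entry tae-miR408_L-2 at 143 against 62.3 (121 tags). In the grain, the 17.9 kDa heat shock protein (TRITD4Bv1G129640) was at 271 in AuHH_G against 100.99 in AuCH_G and ath-miR8175_L-2 at 77.5 against 173 (15 tags). By family, miR5368 had 133 leaf pairs, miR399 116 and miR408 78, with the gene lower in 131, 116 and 78.

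In total 1037 leaf pairs (219 with the gene higher) and 65 grain pairs (37) went opposite ways, beside 1165 and 74 in the same direction. Of 10000 permutations of the miRNA directions, 9815 and 7652 gave counts as high, with medians of 1094 and 70.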

A total of 511 pairs of miRNA-mRNAs exhibited an antagonistic expression pattern in the HS treated progeny from different parents in the leaf tissue (AuHH_L vs. AuCH_L); and 182 pairs in the grain tissue (AuHH_G vs. AuCH_G).

While looking into the tissue-type dependent pattern, for progeny groups from the control parents, 5621 pairs of miRNA-mRNAs exhibited an antagonistic expression between AuCC_L vs. AuCC_G; and 7535 pairs between AuCH_L vs. AuCH_G. 

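In progeny of control parents, the auxin response factor ARF22-like (TRITD1Bv1G102010) had an FPKM of 4.57 in AuCC_L and 31.2 in AuCC_G and paired with osa-miR160f-5p at 831 against 21.9, with 958 tags, while ttu-miR160, which is listed at the same gene, was higher in the grain like the gene (175 against 667). A protein disulfide isomerase (TRITD4Av1G169460), which folds storage proteins, stood at 132 against 1264 and tae-miR398_L-1R+1 at 466 against 42.1. In heated plants, CML3 (TRITD1Av1G227440) was at 10.7 in AuCH_L and 33.4 in AuCH_G and osa-miR1432-5p_1ss1AC at 222 against 28.6 (1159 tags). By family, miR169 had 1609 pairs in AuCC, 1228 with the gene higher in the leaf, and miR530 1003, all with the gene higher in the grain.

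Opposite directions were found for 26826 pairs in AuCC and 34163 in AuCH, and equal directions for 26692 and 33421. In AuCC 8469 of 10000 permutations gave a count as high, and in AuCH 190.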

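After heat-stressed parents, ARF22-like (TRITD1Bv1G102010) and osa-miR160f-5p were again opposed: the gene stood at an FPKM of 2.57 in AuHC_L and 34.4 in AuHC_G and the miRNA at 536 against 9.49, with 1366 tags, and in AuHH the gene at 3.56 against 32.0 and the miRNA at 836 against 6.25, with 758 tags. ttu-miR160 went the gene's way, at 226 against 323 in AuHC and 219 against 541 in AuHH. The linker histone H1 gene TRITD5Bv1G218390, which packs DNA, was at 100.9 in AuHC_L against 296 in AuHC_G and a miR5368 precursor fragment at 15.4 against 0 (1467 tags). CML3 was at 3.09 in AuHH_L against 32.5 in AuHH_G and ata-miR1432-5p_L+1R-1 at 9543 against 126. Pairs in opposite directions numbered 32490 in AuHC, beside 30037 in the same direction, and 33495 in AuHH, beside 32582. The permuted counts were as high in 6597 of 10000 draws for AuHC and in 21 for AuHH.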

For progeny groups from the stressed parents, 7618 pairs of miRNA-mRNAs exhibited an antagonistic expression between AuHC_L vs. AuHC_G; and 7395 pairs between AuHH_L vs. AuHH_G. 

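ARF22-like had 958 tags with miR160 in the 2 AuCC libraries and 1366 in the 2 AuHC libraries. AuHC had more members on both sides of antagonistic pairs than AuCC, with 588 against 514 miRNAs and 12045 against 10721 genes. Of the pairs with both called, 52.0 against 50.1% went opposite ways. AuCC_L is also the small RNA library with the fewest reads and the degradome library with the fewest tags in sites of the leaf. Tags in the libraries compared were present for 17490 pairs in AuHC and 12526 in AuCC. The paper proposes that, in unstressed progeny, heat stress of the parents gave the modules a stronger dependence on tissue, from its higher number of pairs. The difference between the groups was not tested, since each tissue of each group is 1 pooled library.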

Under optimal conditions for the progeny (control), the parental HS treatment appeared to have elicited a greater degree of tissue-dependent pattern of miRNA-mRNA modules (7618 pairs vs. 5621 pairs).

### 2.5. qPCR Profiling of Stress-Responsive DEMs and DEGs

Seven stress-responsive miRNAs (Figure 6) and 11 target genes (Figure 7) were chosen for qPCR expression analysis, based on their biological functions associated with stress adaptation and plant development. Different expression patterns of stress responsive miRNAs and their target genes were observed, subject to different factors (progeny treatment, parental treatment and tissue-type). The seven miRNAs were expressed in both flag leaf and developing grain tissues (Figure 6). In the flag leaf tissue, the seven miRNAs all showed a significantly decreased expression pattern in response to the progeny heat stress treatment in the groups from the control parents. There was no significant difference between control and heat stressed progeny from the stressed parents for all miRNAs profiled, because their expression was already lowered (primed), showing no statistical difference to the stressed progeny from the control parents (except for bid-miR5054_L+2 where AuHH_L actually had even lower expression than AuCH_L). In the grains, only ttu-miR160 showed significant difference across four treatment groups where AuCH_G had the highest level of expression.

Some of the target genes showed a tissue-specific expression pattern (Figure 7). The auxin response factor 22 (target of ttu-miR160) was not expressed in the flag leaf samples, while the catalase-1 (target of bid-miR5054_L+2), bZIP transcription factor (target of tae-miR408_L-1), auxin response factor 17 (target of tae-miR408_L-1) and FKBP13 (target of ttu-miR160) were not expressed in the developing grains (Figure 7). Five genes, including catalase-1, Cu/Zn superoxide dismutase, bZIP transcription factor, auxin response factor 17 and FKBP13 (peptidyl-prolyl cis-trans isomerase FKBP13) did not show any detectable expression in the flag leaf tissue of the treatment group AuCC, suggesting that their expression was triggered by progeny heat stress and the transgenerational heat stress treatment.

Lower miRNA expression in the progeny groups from the stressed parents would allow for higher expression of their target genes that have positive functions in stress adaptation. For example, in the flag leaf tissue, several targets including the F-box protein (target of ata-miR528-5p), catalase-1 (target of bid-miR5054_L+2), Cu/Zn superoxide dismutase (Cu/Zn SOD, target of osa-miR398a_L+1R-1), phospholipid-transporting ATPase (target of osa-miR837), auxin response factor 17 (target of tae-miR408+L-1) and FKBP13 (target of ttu-miR160) all displayed high expression levels in the stressed progeny group from the stressed parents (AuHH_L), thus suggesting the positive priming effects of transgenerational stress. In the developing grains, however, the expression of miRNAs and targets was less dynamic. Only two target genes, Cu/Zn superoxide dismutase and auxin response factor 22, showed the highest expression in the stressed progeny group from the stress parents (AuHH_G), while the other target genes showed no significant difference across treatment groups (Figure 7).

## 3. Discussion

Heat stress has been a significant threat to cereal crop production globally, particularly in regions where unpredicted rising temperatures occur during flowering and grain development stages [10]. Historically, breeding programs have been focused on improving thermotolerance by selecting germplasm with adaptive traits. Emerging findings on intra-generational and transgenerational stress memory have provided new opportunities and strategies for fortifying stress resilience in crops [22,61]. Stress priming, also referred to as stress hardening or stress conditioning, utilizes the mechanisms of stress memory to elicit adaptive responses and long-lasting changes in plants, through pre-exposure of plants to a single or multiple stresses [28,61,62,63,64]. Although considered as a promising new strategy, there is still much to be explored around the mechanistic basis of adaptive stress memory, particularly its transgenerational effects in various crop species. The current study represents the first characterization of the impact of parental heat stress in the next generation in tetraploid wheat, providing new information on the underlying physiological and molecular mechanisms.

In cereal crops like wheat, grain production is heavily reliant on reproductive processes. One of the most prominent impacts of heat stress is the inhibition of plant photosynthesis capacity, due to thermo-damage and oxidative damage to chloroplasts, which ultimately affects dry matter accumulation and grain fill [11,65,66]. At the physiological level, such damage is often reflected as reduced chlorophyll content and inhibited photosynthetic rate in the leaves under heat stress [8,66]. In this study, parental exposure to heat stress had positive impacts on leaf chlorophyll content in the progeny. In DBA Aurora, the progeny heat stress treatment significantly reduced chlorophyll content in progeny groups from the control parents from 5DPA until 40DPA, and in progeny groups from the stressed parents from 15DPA until 40DPA. Interestingly, the stressed DBA Aurora progeny from the stress parents had significantly higher chlorophyll content than the stressed progeny from the control parents from 10DPA until 40DPA (except for 35DPA). The positive effect of parental stress was less evident in DBA Artemis, where the stressed DBA Artemis progeny from the stress parents only had significantly higher chlorophyll content than the stressed progeny from the control parents at 15DPA. The results suggested that heat stress treatment on the parents had contributed to less damage of the photosynthetic apparatus in the progeny undergoing heat stress, but the extent of beneficial impact varied depending on the genotype. Studies in other plant species have also demonstrated that leaf photosynthetic traits in the offspring are often affected by stressed parental environments [67,68]. In rice, a heavy metal stress treatment of the parent induced significantly higher chlorophyll content in the second generation progeny under the highest concentration of Hg^2+^ stress, demonstrating that progeny from the stressed plants developed heritable and enhanced stress tolerance [67]. In Arabidopsis, both chlorophyll content and O_2_ evolution readings were higher in seedlings from parents treated with iron deficiency, suggesting that the transgenerational effects of parental stress had improved the efficiency of the photosynthetic apparatus in the progeny [68]. The improvement of chlorophyll concentration was maintained for more than one generation, whereas the trait of higher O_2_ evolution was lost within two generations [68]. It is worth noting that the effects of parental stress might not always be positive, depending on the species. In a study using peanut, the progeny of the stressed parents actually showed decreased chlorophyll fluorescence parameters compared with progeny from the non-stressed parents [22]. Such changes were considered as a residual effect of the water-deficit stress imposed on the parents [22]. Here, within the same species, the effects of transgenerational heat stress were more notable in DBA Aurora than DBA Artemis. Therefore, research focusing on improving the photosynthetic performance of crops under the transgenerational influence of stress needs to be thoroughly investigated by using a wide range of germplasm. By doing so, breeding programs could target genotypes with improved photosynthetic parameters under the impact of transgenerational stress priming, and then utilize such genetic resources for selecting and breeding purposes.

The beneficial effects of transgenerational heat stress can also be observed for yield components and grain quality parameters measured in the current study. In DBA Aurora, control progeny from the stressed parents had significantly higher grain weight, grain number and biomass than the control progeny from the control parents, suggesting that parental stress priming could improve the yield for the next generation even without the reoccurrence of stress. Under progeny heat stress, progeny from the stressed parents not only had significantly higher grain weight, grain number and biomass than the stressed progeny from the control parents but these three yield traits of AuHH also showed no significant difference to AuCC. The results suggest that parental stress exposure could improve the tolerance of stressed progeny, to the point where its yield performance is comparable to unstressed plants from parents grown under optimal conditions. For grain quality traits, the transgenerational influence of heat stress was more pronounced in total starch content (TSC) than grain protein content (GPC). Studies in both tetraploid and hexaploid wheat have demonstrated that reproductive-stage heat stress generally leads to a higher GPC, often due to a shorter grain fill duration and smaller grain size, which results in more concentrated protein levels in the grain [5,8,69]. Here, both genotypes have exhibited the same trend for GPC, where a significant increase in GPC under heat stress was only found in progeny groups from the control parents, and stressed progeny from the stressed parents showed no significant difference to its control. Although a higher GPC is favorable (e.g., 14–16%) when it comes to durum grain quality assessment, heat-stress increased GPC is not always a preferred trait, as it is often associated with a concomitant reduction in grain weight and grain number, which means the overall grain protein yield has not improved [8]. Here, the stressed progeny groups from the stressed parents did not have higher GPC than its control, probably because they managed to maintain high grain weight and grain number, thus the protein deposition did not increase for individual grains. However, for grain TSC the beneficial influence of transgenerational stress was more pronounced. Under reproductive heat stress, TSC of cereal crops often decreases significantly due to inhibited photosynthesis that results in reduced starch biosynthesis and disrupted assimilate transport from photosynthetic organs to reproductive organs [8,70,71]. However, in the current study, both genotypes did not exhibit any significant difference in grain TSC between their stressed and control progeny groups from the stressed parents. For DBA Artemis, AtHH has significantly higher TSC than AtCC. For DBA Aurora, both AuHC and AuHH had significantly higher TSC than AuCH. These results suggest that the parental heat stress treatment influenced starch biosynthesis and transport processes in the progeny under heat stress, which could be attributed from less thermo-damage in the leaves as shown by the higher chlorophyll content. These results are in agreement with a previous study in bread wheat, where progeny of heat-primed parents had higher grain yield, higher photosynthetic rate and more active leaf dry matter remobilization when compared with progeny of non-primed plants [28]. It was also shown that the expression of photosynthesis related genes was up-regulated, and protein activities related to photosynthesis and energy production were increased, likely contributing to the improved thermo-tolerance in the progeny from the primed parents [28].

To efficiently utilize the positive impact of transgenerational stress in durum wheat breeding, we further explored the genetic and epigenetic changes at the molecular level that underpin the adaptive changes at the physiological and yield levels. Overall, we have identified a significant number of miRNAs and genes that were responsive to the progeny stress treatment and parental stress treatment factors. GO and KEGG pathway enrichment analyses have provided a global view of the functional pathways and biological processes that these DEMs and DEGs participate in under the influence of transgenerational heat stress. Our results contribute to the growing evidence that epigenetic regulators such as miRNAs are closely associated with stress memory passed on from parents to the next generation [24,25,26]. Particularly, under the influence of parental heat stress, the expression of heat stress responsive miRNAs can be primed to be down-regulated in the progeny, which would allow for the increased expression and activity of their target genes that encode protective proteins and enzymes, contributing to a higher level of thermo-tolerance under reoccurring heat stress. For example, in the current study, the expression of ata-miR528-5p was significantly lower in the leaf tissue of AuCH, AuHC and AuHH when compared with AuCC (Figure 6), indicating that miR528 was significantly down-regulated in response to heat stress in the progeny groups from the control parents and that miR528 expression was primed to be lower in the progeny groups from the stressed parents. Accordingly, the target of ata-miR528-5p, an F-box protein gene, showed the highest expression in the treatment AuHH group (Figure 7), suggesting that parental heat stress has induced higher expression of the F-box protein gene under reoccurring stress. As one of the largest protein families, F-box proteins play significant roles in plant adaptation to various abiotic stresses [72,73,74]. The F-box protein is a major subunit of the Skp1-Cullin-F-box (SCF) E3 ligase complex that regulates protein degradation and is characterized by a conserved motif of approximately 40 to 50 amino acids that functions as a protein-protein interaction site [72,75]. In previous studies in bread wheat, the expression of the wheat F-box protein gene *TaFBA1* was induced in response to oxidative and heat stress treatments in young seedlings [73,74]. The overexpression of *TaFBA1* enhanced the drought tolerance in transgenic plants through increased antioxidative capability, as shown by lower levels of reactive oxygen species (ROS), malondialdehyde content and cell membrane damage [73]. The overexpression of *TaFBA1* has also enhanced heat stress tolerance in transgenic tobacco [74]. An increase in photosynthesis and plant growth was found in transgenic plants compared to the wild type, as well as a decrease in the concentration of H_2_O_2_ and O_2_^.-^ [74]. Notably, under oxidative stress and heat stress, the chlorophyll content of transgenic plants was also significantly higher than the wild type [73,74]. This F-box protein interacts with the *Triticum aestivum* stress responsive protein 1 (TaASRP1), which also play key roles in heat stress response [73,74]. In the current study, an increased expression of an F-box protein gene through lowered miR528 expression due to transgenerational priming is beneficial to the stressed progeny plants. The interactions of F-box proteins with downstream proteins and substrates could contribute to higher antioxidative capability as seen in bread wheat, which would reduce cellular damage in the photosynthetic tissues, as shown by the increased chlorophyll content at the physiological level. Furthermore, this current study has shown that it is possible to induce miRNA-meidated transgenerational responses naturally, from the parents to the progeny, without the need to produce transgenics.

Two other miRNA-target modules, miR398-Cu/Zn SOD and miR5054-catalase could also contribute to an improved heat stress tolerance level in the progeny by promoting antioxidant capacity and ROS scavenging under the effects of transgenerational stress. Similar to ata-miR528-5p, the expression of osa-miR398a_L+1R-1 was significantly lower in the leaf tissue of AuCH, AuHC and AuHH when compared with AuCC (Figure 6). Moreover, the expression of bid-miR5054_L+2 was actually the lowest in the stressed progeny group from the stressed parents (AuHH). Significantly reduced miRNA expression under the impact of parental heat stress and progeny heat stress would lead to an increase of their target expression. Indeed, the Cu/Zn SOD gene targeted by osa-miR398a_L+1R-1, and the catalase (CAT) gene targeted by bid-miR5054_L+2, both had very high expression in the AuHH group (Figure 7). Both SOD and CAT are major antioxidant enzymes that function in ROS scavenging [64,76]. Under heat stress, the chloroplast thylakoid membrane is very sensitive to damage caused by ROS-induced lipid peroxidation reactions [77,78]. Disruption of thylakoid membranes inhibits the functionality of membrane-bound enzymes and electron carriers, which ultimately reduces the photosynthetic rate [77,78]. Antioxidant enzymes like SOD and CAT have ameliorating effects of ROS-induced damage, therefore the increase of SOD and CAT genes expressed via lowered miRNA expression would contribute to the maintenance of cellular homeostasis and higher membrane stability in the chloroplasts. Future research could further investigate the expression level and activities of these miRNA-target modules across multiple generations of heat stress, and determine their association with the activities of antioxidative enzymes and photosynthetic parameters in a range of germplasm with varying levels of heat stress tolerance.

In conclusion, our work demonstrates that parental heat-stress treatments at the reproductive stage can have a significant impact on how the next generation performs under heat stress on the molecular, physiological, and yield level. Particularly, changes in miRNA and mRNA gene expression on the transcriptome scale were pronounced, and key miRNA-mRNA modules related to ROS scavenging, signal transduction and photosynthesis play important roles in transgenerational stress response and can contribute to better adaptation to future stress encounters. The current study provides the first evidence of miRNA-mediated transgenerational heat stress response in durum wheat. The knowledge generated here provides new measures for enhancing crop resilience and yield stability in breeding of this economically important cereal.

## 4. Materials and Methods

### 4.1. Glasshouse Growing Conditions and Stress Treatments

Two South Australian durum wheat varieties, DBA Aurora and DBA Artemis, were used in this study. Seeds of two varieties were collected from the control group parents and post-anthesis heat stress group parents from a previous study [8]. Four seed groups were used: AuC (DBA Aurora, seeds from control group parents), AuH (DBA Aurora, seeds from heat stress group parents), AtC (DBA Artemis, seeds from control group parents) and AtH (DBA Artemis, seeds from heat stress group parents). Each seed group had two treatment groups—control and heat stress. In total, there were eight treatment groups: AuCC (DBA Aurora progeny treated with the control, originated from control group parents), AuCH (DBA Aurora progeny treated with heat stress, originated from control group parents), AuHC (DBA Aurora progeny treated with the control, originated from heat stress group parents), AuHH (DBA Aurora progeny treated with heat stress, originated from heat stress group parents), AtCC (DBA Artemis progeny treated with the control, originated from control group parents), AtCH (DBA Artemis progeny treated with heat stress, originated from control group parents), AtHC (DBA Artemis progeny treated with the control, originated from heat stress group parents), AtHH (DBA Artemis progeny treated with heat stress, originated from heat stress group parents).

Durum wheat plants were grown in pots (one plant per pot) in the glasshouse under controlled conditions as previously described [8]. The standard growing conditions were 22 °C/12 °C day/night temperature with a 12 h photoperiod. All plants were well watered from planting to harvest. Control group plants were grown under the standard growing temperature for the whole crop cycle. For the heat stress group, post-anthesis heat stress was applied at five timepoints [5, 15, 25, 35 and 45 days post anthesis (DPA)]. Plants were placed in a heat stress growth chamber at each timepoint under 37 °C/27 °C day/night temperature for 24 h, then they were moved back to the standard growing conditions as previously described [8].

### 4.2. Evaluation of Crop Performance and Statistical Analysis

Two leaf physiological traits (chlorophyll content and adaxial stomatal conductance) were measured on the flag leaf of the main stem every five days from flowering to 40DPA, consistently at midday [8,25,79]. Eight biological replicates per treatment groups were used for chlorophyll content measurement and six biological replicates were used for stomatal conductance measurement. One-way ANOVA was performed (GENSTAT 15th Edn, VSN International Ltd., Hemel Hempstead, UK) to determine statistical significance at *p* < 0.05 with the l.s.d. (least significance difference) for physiological trait measurements of all treatment groups within each genotype at each timepoint.

At maturity, harvest components including grain weight per plant, grain number per plant, plant biomass, plant height, tiller number per plant were measured (eight biological replicate per group). Harvest index and 1000-grain weight were calculated accordingly. Wholemeal durum flour was processed from the harvest grains of each biological replicate (four biological replicate per group) using an IKA A11 analytical mill. Grain quality traits including grain protein content (GPC), total starch content (TSC) and flour yellowness b* pigmentation (yellow-blue chromaticity) were determined with the wholemeal flour as previously described [8]. Briefly, GPC was measured using the Dumas combustible method (nitrogen content multiplied by the factor 5.7 at 11% moisture basis) with a Rapid N Elementar machine. TSC was determined using the Megazyme Total Starch Assay Kit (K-TSTA), according to the manufacture’s protocols. Flour yellowness b* was measured using a Konica Minolta Chroma Meter. One-way ANOVA was performed (GENSTAT 15th Edn, VSN International Ltd., Hemel Hempstead, UK) to determine statistical significance at *p* < 0.05 with the least significant difference (LSD) value for yield components and grain quality trait measurements of all treatment groups within each genotype.

### 4.3. High-Throughput Small RNA Sequencing, Transcriptome Sequencing and Degradome Sequencing

Flag leaf and developing grains of the main tiller were sampled from four biological replicates per treatment group at 5 DPA. Total RNA was extracted from the samples using the Tri reagent (Sigma-Aldrich, North Ryde, Australia). Extracted RNA was treated with TURBO DNase (ThermoFisher Scientific, Waltham, MA, USA) to remove any genomic DNA. RNA quality, concentration and integrity measured with gel electrophoresis, NanoDrop spectrophotometer and the Agilent Bioanalyzer. Equal amount of RNA from the biological replicates were pooled prior to sequencing library construction. DBA Aurora samples were used for next-generation sequencing analysis. In total, there were eight small RNA libraries, eight mRNA transcriptome libraries and eight mRNA degradome libraries (four DBA Aurora treatment groups by two tissue types).

Small RNA libraries were constructed as previously described using the NEBNext Multiplex Small RNA Library Prep Kit and multiplex primers set [25,26,48,49]. Sequencing of the small RNA libraries were performed on an Illumina HiSeq 2500 at LC-Bio (Hangzhou, China). The sequencing datasets generated in the current study (small RNA sequencing, transcriptome sequencing and degradome sequencing) have been deposited into the NCBI GEO database (accession number GSE171303). Bioinformatics analysis of the sRNA sequencing data was performed using the ACGT101-miR program as previously described [25,26,48,49]. Briefly, conserved miRNAs were identified by BLAST searching clean filtered sRNA reads against plant miRNAs registered in the miRBase (Release 22.1) [26]. The remaining unmatched sRNA reads were used for novel miRNA identification, where miRNA secondary hairpin structures were analyzed using the RNAfold tool [26,80]. All identified miRNAs were categorized into five miRNA groups (Group 1 to Group 5) as previously described [26]. Group 1 to Group 4 include different types of conserved miRNAs identified in this study, and Group 5 contains all the novel miRNAs that are unique to durum wheat. The normalized reads count of miRNAs in each library was used for miRNA differential expression analysis. Chi-square (2 × 2) was used to identify differentially expressed miRNAs (DEMs) subject to each treatment factor at *p* < 0.05. DEM log2 (fold-change) was calculated for each paired-comparison made between two treatment groups.

Transcriptome libraries were constructed using the Illumina mRNA-Seq sample preparation kit as previously described [25,48,49]. RNA-seq was performed on an Illumina NovaSeq 6000 at LC-Bio (Hangzhou, China). Bioinformatics analysis was performed as previously described [25,48,49]. Briefly, low quality reads were removed prior to sequence assembly. Filtered clean reads were aligned to the durum wheat reference genome using the HISAT package. The aligned reads of each RNA-seq library were assembled and the abundance of transcripts were obtained using the StringTie tool. Normalized relative abundance of transcripts was expressed as FPKM (Fragments Per Kilobase Million). Chi-square (2 × 2) was used to identify differentially expressed genes (DEGs) subject to each treatment factor at *p* < 0.05. DEG log2 (fold-change) was calculated for each paired-comparison made between two treatment groups.

For degradome sequencing, magnetic beads-enriched mRNA was used for library construction [25,48,49]. Enriched mRNA samples were mixed with biotinylated random primers, and 5’ adaptors were ligated. First-strand cDNA reverse transcription was performed with the ligated mRNA samples. After PCR amplification, cDNA libraries were sequenced on an Illumina Hiseq2500 at LC-BIO (Hangzhou, China). Bioinformatics analysis was performed using the ACGT101-DEG program and the CleaveLand package (V4.0) as previously described [25,48,49]. Target mRNA transcripts of novel and conserved durum wheat miRNAs were identified. Reads abundance of target transcripts were normalized to transcripts per billion (TPB).

### 4.4. Intergrated Omics Analysis and Functional Enrichment Analyses of Genes

Gene Ontology enrichment analysis and KEGG pathway enrichment analysis were performed for DEGs and mRNA targets of DEGs as previously described. Briefly, GO terms of DEGs and mRNA target transcripts were annotated in three GO categories: biological process (BP), cellular component (CC) and molecular function (MF). Enrichment analysis of KEGG pathways associated with DEGs and mRNA targets was performed to identify the significant regulatory pathways that miRNA-target modules and stress responsive genes are associated with. The integrated omics analysis of sRNA sequencing, mRNA transcriptome sequencing and degradome sequencing was conducted to discover and validate significant miRNA-mRNA pairs with antagonistic regulatory patterns. First, miRNA and target mRNA pairs were validated based on the three types of sequencing datasets (i.e., miRNA candidates confirmed by valid sRNA sequencing reads, mRNA candidates confirmed by valid RNA sequencing reads and miRNA targeted-mRNA pairing confirmed by valid degradome sequencing reads). Second, from all the confirmed miRNA-target mRNA pairs, those where both miRNA and the targeted gene had shown significant differential expression profile were identified. Last, from all the miRNA-target mRNA pairs with significant differential expression, those were miRNA and its target gene had shown an antagonistic regulatory pattern were identified (i.e., significantly down-regulated miRNA corresponding to significantly up-regulated target gene expression, or significantly up-regulated miRNA corresponding to significantly down-regulated target gene expression). Enrichment analyses of GO terms and KEGG pathway were performed for these significant antagonistic miRNA-target mRNA pairs.

### 4.5. qPCR Profiling of DEMs and DEGs

Seven stress-responsive miRNAs and 11 target genes were chosen for qPCR expression analysis. The MystiCq microRNA cDNA Synthesis Mix kit (Sigma-Aldrich, North Ryde, Australia) was used for cDNA synthesis as previously described. qPCR experiment was performed using the PowerUp SYBR Green Master Mix on a ViiA7 Real-Time PCR machine as previously described. The durum wheat GAPDH gene was used as the reference gene to determine the relative expression level of miRNAs and their target genes. Relative gene expression was shown as mean ± SE (three biological replicates). One-way ANOVA analysis was performed to identify statistical significance across treatment groups (*p* < 0.05). Different letters (a, b, c) represent significant statistical difference across treatment groups based on the l.s.d value. Primers used in this study are shown in Supplementary Table S12.

## Figures and Tables

**Figure 1:**
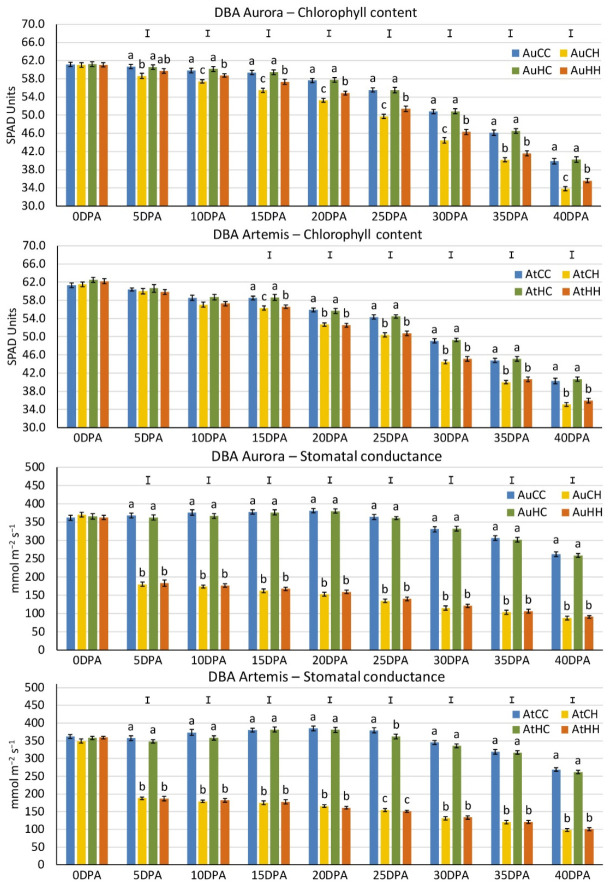
Flag leaf chlorophyll content and stomatal conductance (adaxial) measured from flowering to 40 days post-anthesis (DPA) in two durum wheat varieties. Means are shown with standard error (*n* = 8 for chlorophyll content, *n* = 4 for stomatal conductance). The capped lines show the LSD (Least Significant Difference) values at *p* = 0.05 for measurements taken at each time-point. The letters (a, b, c) indicate significant statistical difference (*p* < 0.05) across treatment groups at each time-point. The treatment groups are: AuCC (DBA Aurora progeny treated with the control, originated from control group parents), AuCH (DBA Aurora progeny treated with heat stress, originated from control group parents), AuHC (DBA Aurora progeny treated with the control, originated from heat stress group parents), AuHH (DBA Aurora progeny treated with heat stress, originated from heat stress group parents), AtCC (DBA Artemis progeny treated with the control, originated from control group parents), AtCH (DBA Artemis progeny treated with heat stress, originated from control group parents), AtHC (DBA Artemis progeny treated with the control, originated from heat stress group parents), AtHH (DBA Artemis progeny treated with heat stress, originated from heat stress group parents).

**Figure 2:**
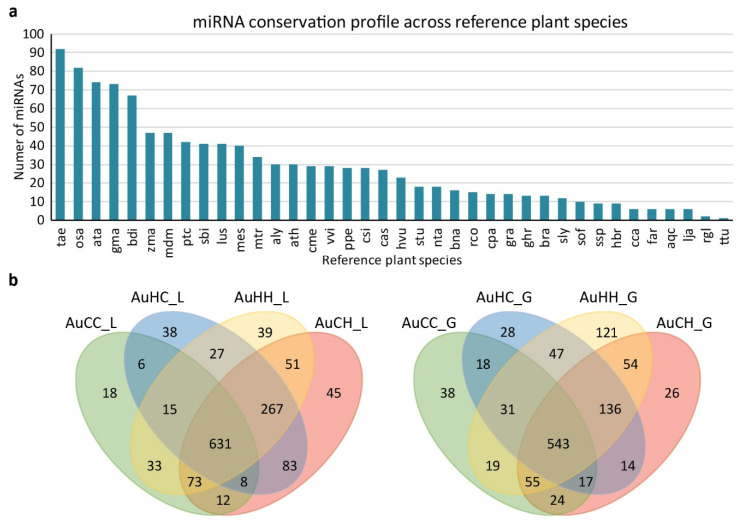
The miRNA conservation profile across reference plant species (**a**) and the distribution of miRNAs across treatment groups in DBA Aurora (**b**). The treatment groups are: AuCC (DBA Aurora progeny treated with the control, originated from control group parents), AuCH (DBA Aurora progeny treated with heat stress, originated from control group parents), AuHC (DBA Aurora progeny treated with the control, originated from heat stress group parents), AuHH (DBA Aurora progeny treated with heat stress, originated from heat stress group parents). _L indicates flag leaf library and _G indicates developing grains library. The abbreviations of plant reference species are: tae, *Triticum aestivum*. osa, *Oryza sativa*. ata, *Aegilops tauschii*. gma, *Glycine max*. bdi, *Brachypodium distachyon*. zma, *Zea mays*. mdm, *Malus domestica*. ptc, *Populus trichocarpa*. sbi, *Sorghum bicolor*. lus, *Linum usitatissimum*. mes, *Manihot esculenta*. mtr, *Medicago truncatula*. aly, *Arabidopsis lyrata*. ath, *Arabidopsis thaliana*. cme, *Cucumis melo*. vvi, *Vitis vinifera*. ppe, *Prunus persica*. csi, *Citrus sinensis*. cas, *Camelina sativa*. hvu, *Hordeum vulgare*. stu, *Solanum tuberosum*. nta, *Nicotiana tabacum*. bna, *Brassica napus*. rco, *Ricinus communis*. cpa, *Carica papaya*. gra, *Gossypium raimondii*. ghr, *Gossypium hirsutum*. bra, *Brassica rapa*. sly, *Solanum lycopersicum*. sof, *Saccharum officinarum*. ssp, *Saccharum ssp*. hbr, *Hevea brasiliensis*. cca, *Cynara cardunculus*. far, *Festuca arundinacea*. aqc, *Aquilegia caerulea*. lja, *Lotus japonicas*. rgl, *Rehmannia glutinosa*. ttu, *Triticum turgidum*.

**Figure 3:**
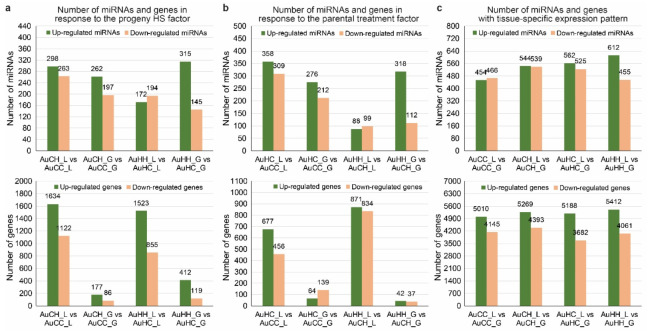
The number of up-regulated and down-regulated miRNAs and genes subject to different factors: (**a**) progeny heat stress treatment, (**b**) parental heat stress treatment, (**c**) tissue type. The treatment groups are: AuCC (DBA Aurora progeny treated with the control, originated from control group parents), AuCH (DBA Aurora progeny treated with heat stress, originated from control group parents), AuHC (DBA Aurora progeny treated with the control, originated from heat stress group parents), AuHH (DBA Aurora progeny treated with heat stress, originated from heat stress group parents). _L indicates flag leaf library and _G indicates developing grains library.

**Figure 4:**
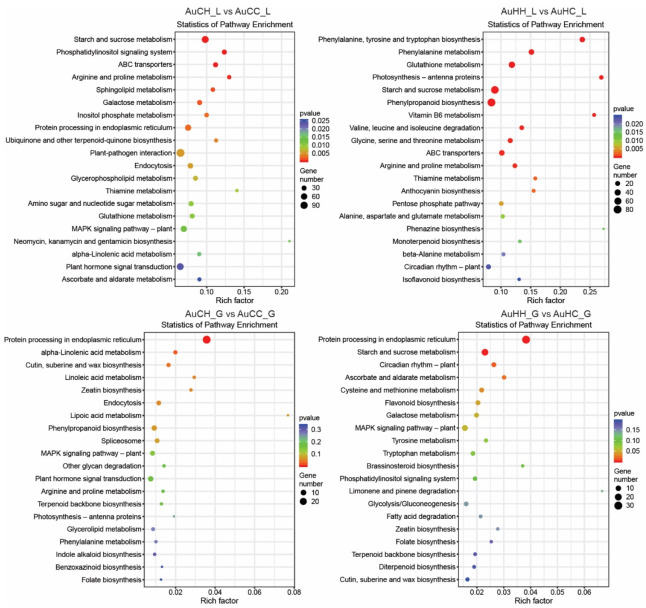
Scatter plots showing the top enriched KEGG pathways associated with progeny heat stress-responsive genes in different pair-wise comparisons. The treatment groups are: AuCC (DBA Aurora progeny treated with the control, originated from control group parents), AuCH (DBA Aurora progeny treated with heat stress, originated from control group parents), AuHC (DBA Aurora progeny treated with the control, originated from heat stress group parents), AuHH (DBA Aurora progeny treated with heat stress, originated from heat stress group parents). _L indicates flag leaf library and _G indicates developing grains library. The size of the dots is representative of the number of genes enriched under each KEGG pathway. The rich factor indicates the degree of enrichment, which was calculated based on the ratio of heat stress-responsive genes:all genes that can be annotated to a specific KEGG pathway.

**Figure 5:**
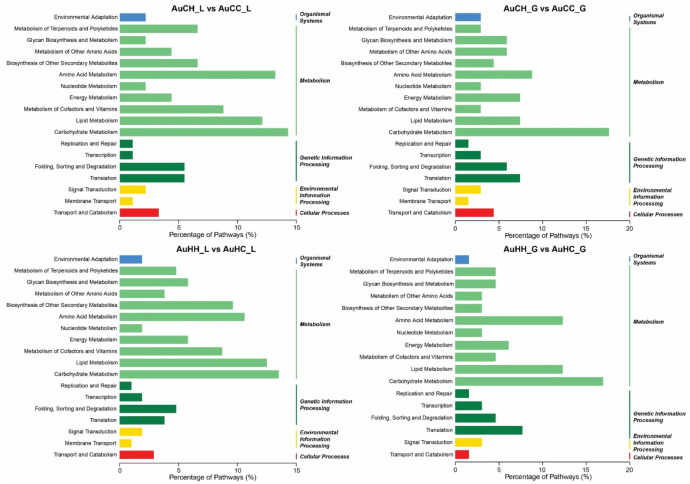
KEGG pathway classification of progeny heat stress-responsive miRNA-mRNA regulatory modules in different pair-wise comparisons. The treatment groups are: AuCC (DBA Aurora progeny treated with the control, originated from control group parents), AuCH (DBA Aurora progeny treated with heat stress, originated from control group parents), AuHC (DBA Aurora progeny treated with the control, originated from heat stress group parents), AuHH (DBA Aurora progeny treated with heat stress, originated from heat stress group parents). _L indicates flag leaf library and _G indicates developing grains library.

**Figure 6:**
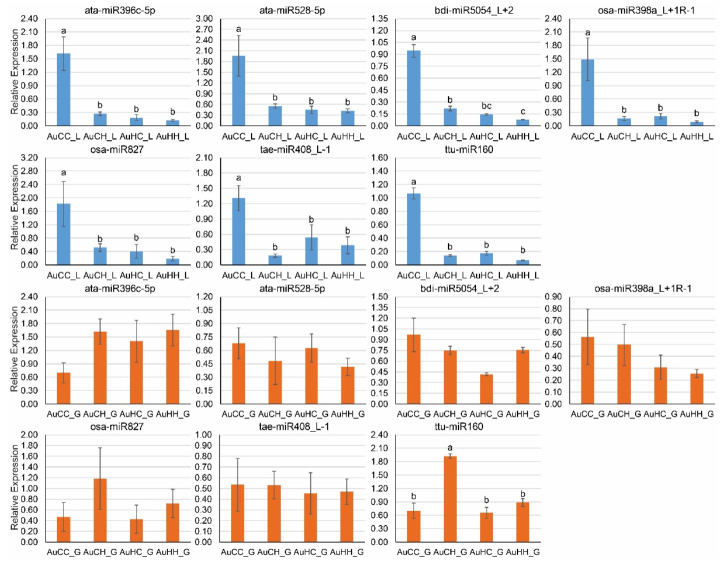
qPCR expression profiles of seven selected stress-responsive miRNAs in DBA Aurora. Relative miRNA expression was calculated using GAPDH as the housekeeping gene. Data are presented as the mean ± standard error (SE) (*n* = 3). The treatment groups are: AuCC (DBA Aurora progeny treated with the control, originated from control group parents), AuCH (DBA Aurora progeny treated with heat stress, originated from control group parents), AuHC (DBA Aurora progeny treated with the control, originated from heat stress group parents), AuHH (DBA Aurora progeny treated with heat stress, originated from heat stress group parents). _L indicates flag leaf samples (highlighted in blue) and _G indicates developing grains samples (highlighted in orange). One-way ANOVA analysis was performed to identify statistical significance across treatment groups (*p* < 0.05). Different letters (a, b, c) represent significant statistical difference across treatment groups based on the l.s.d value.

**Figure 7:**
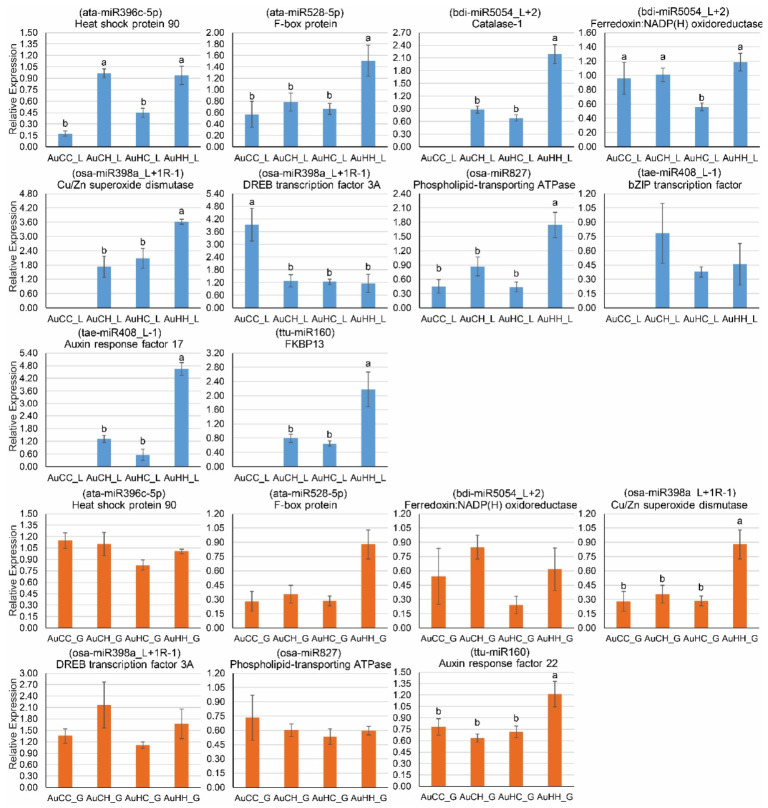
qPCR expression profile of 11 selected stress-responsive target genes in DBA Aurora. Relative miRNA expression was calculated using GAPDH as the housekeeping gene. Data are presented as the mean ± standard error (SE) (*n* = 3). The treatment groups are: AuCC (DBA Aurora progeny treated with the control, originated from control group parents), AuCH (DBA Aurora progeny treated with heat stress, originated from control group parents), AuHC (DBA Aurora progeny treated with the control, originated from heat stress group parents), AuHH (DBA Aurora progeny treated with heat stress, originated from heat stress group parents). _L indicates flag leaf samples (highlighted in blue) and _G indicates developing grains samples (highlighted in orange). One-way ANOVA analysis was performed to identify statistical significance across treatment groups (*p* < 0.05). Different letters (a, b, c) represent significant statistical difference across treatment groups based on the l.s.d value. FKBP13: peptidyl-prolyl cis-trans isomerase FKBP13, chloroplastic-like. The auxin response factor 22 (target of ttu-miR160) was not expressed in the flag leaf tissue. The catalase-1 gene (target of bid-miR5054_L+2), bZIP transcription factor (target of tae-miR408_L-1), auxin response factor 17 (target of tae-miR408_L-1) and FKBP13 (target of ttu-miR160) were not expressed in the developing grains.

**Table 1:** Progeny yield performance under the effects of transgenerational and progeny heat stress. Means are shown with standard error (*n* = 8). The letters (a, b, c) indicate significant statistical difference (*p* < 0.05) across treatment groups within each variety. The treatment groups are: AuCC (DBA Aurora progeny treated with the control, originated from control group parents), AuCH (DBA Aurora progeny treated with heat stress, originated from control group parents), AuHC (DBA Aurora progeny treated with the control, originated from heat stress group parents), AuHH (DBA Aurora progeny treated with heat stress, originated from heat stress group parents), AtCC (DBA Artemis progeny treated with the control, originated from control group parents), AtCH (DBA Artemis progeny treated with heat stress, originated from control group parents), AtHC (DBA Artemis progeny treated with the control, originated from heat stress group parents), AtHH (DBA Artemis progeny treated with heat stress, originated from heat stress group parents).

	Grain Weight (g)	Grain Number	Biomass (g)	Harvest Index	1000-Grain Weight (g)
AtCC	12.82 ± 0.31 a	330.38 ± 6.72 a	25.92 ± 0.36 a	0.496 ± 0.017 a	38.98 ± 1.48
AtCH	10.36 ± 0.72 b	273.43 ± 13.29 bc	23.56 ± 0.52 b	0.437 ± 0.021 b	37.99 ± 2.00
AtHC	12.18 ± 0.27 a	306.13 ± 5.54 ab	25.73 ± 0.37 a	0.473 ± 0.005 ab	39.84 ± 0.85
AtHH	10.50 ± 0.49 b	271.50 ± 18.50 b	23.52 ± 0.71 b	0.446 ± 0.013 b	39.40 ± 2.01
F pr.	0.001	0.005	0.002	0.037	0.879
LSD	1.35	35.27	1.48	0.043	n.a.
AuCC	13.67 ± 0.23 b	283.00 ± 6.34 b	24.65 ± 0.23 b	0.555 ± 0.008 ab	48.35 ± 0.54
AuCH	11.23 ± 0.43 c	250.50 ± 12.45 c	21.16 ± 0.47 c	0.530 ± 0.013 bc	45.12 ± 1.11
AuHC	14.80 ± 0.18 a	325.25 ± 8.03 a	26.38 ± 0.30 a	0.561 ± 0.002 a	45.66 ± 1.03
AuHH	12.94 ± 0.43 b	286.88 ± 15.19 b	24.69 ± 0.54 b	0.523 ± 0.008 c	45.52 ± 1.30
F pr.	<0.001	<0.001	<0.001	0.013	0.132
LSD	0.97	32.07	1.18	0.026	n.a.

**Table 2:** Progeny grain quality and morphological performance under the effects of transgenerational and progeny heat stress. Means are shown with standard error (*n* = 8 for morphological traits, *n* = 8 for grain quality traits). The letters (a, b, c) indicate significant statistical difference (*p* < 0.05) across treatment groups within each variety. The treatment groups are: AuCC (DBA Aurora progeny treated with the control, originated from control group parents), AuCH (DBA Aurora progeny treated with heat stress, originated from control group parents), AuHC (DBA Aurora progeny treated with the control, originated from heat stress group parents), AuHH (DBA Aurora progeny treated with heat stress, originated from heat stress group parents), AtCC (DBA Artemis progeny treated with the control, originated from control group parents), AtCH (DBA Artemis progeny treated with heat stress, originated from control group parents), AtHC (DBA Artemis progeny treated with the control, originated from heat stress group parents), AtHH (DBA Artemis progeny treated with heat stress, originated from heat stress group parents).

	Grain Protein Content (GPC%)	Total Starch Content (TSC%)	Flour Yellowness (*b)	Plant Height (cm)	Tiller Number	Main Spike Length (cm)
AtCC	11.66 ± 0.31 b	52.03 ± 6.72 c	22.89 ± 0.23	70.40 ± 1.00	5.50 ± 0.27	8.79 ± 0.07 b
AtCH	14.21 ± 1.06 a	55.10 ± 13.29 bc	22.99 ± 0.26	71.46 ± 1.32	5.14 ± 0.14	8.83 ± 0.14 b
AtHC	11.72 ± 0.26 b	61.18 ± 1.61 a	23.09 ± 0.31	70.39 ± 1.23	5.50 ± 0.19	9.09 ± 0.10 ab
AtHH	13.39 ± 0.33 ab	58.65 ± 1.31 ab	23.35 ± 0.24	73.30 ± 1.28	5.38 ± 0.32	9.35 ± 0.15 a
F pr.	0.024	0.011	0.644	0.286	0.726	0.007
LSD	1.826	5.125	n.a.	n.a.	n.a.	0.34
AuCC	11.90 ± 0.23 b	54.03 ± 1.32 ab	21.24 ± 0.36	71.04 ± 1.56	5.50 ± 0.19	8.80 ± 0.13
AuCH	13.18 ± 0.58 a	51.82 ± 1.16 b	21.27 ± 0.30	74.21 ± 0.75	5.25 ± 0.37	8.93 ± 0.13
AuHC	11.82 ± 0.22 b	56.13 ± 0.91 a	21.93 ± 0.28	75.78 ± 1.02	5.63 ± 0.26	9.01 ± 0.17
AuHH	12.85 ± 0.28 ab	56.41 ± 1.06 a	21.99 ± 0.29	73.43 ± 1.33	6.00 ± 0.38	9.01 ± 0.10
F pr.	0.045	0.045	0.210	0.066	0.397	0.654
LSD	1.102	3.456	n.a.	n.a.	n.a.	n.a.

## Data Availability

The small RNA, transcriptome and degradome sequencing datasets generated in the current study have been deposited in the NCBI GEO database under the accession number GSE171303.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22115532/s1, Figure S1. Scatter plots showing the top enriched KEGG pathways associated with parental heat stress-responsive genes in different pair-wise comparisons. The treatment groups are: AuCC (DBA Aurora progeny treated with the control, originated from control group parents), AuCH (DBA Aurora progeny treated with heat stress, originated from control group parents), AuHC (DBA Aurora progeny treated with the control, originated from heat stress group parents), AuHH (DBA Aurora progeny treated with heat stress, originated from heat stress group parents). _L indicates flag leaf library and _G indicates developing grains library. The size of the dots is representative of the number of genes enriched under each KEGG pathway. The rich factor indicates the degree of enrichment, which was calculated based on the ratio of heat stress-responsive genes:all genes that can be annotated to a specific KEGG pathway. Table S1. Summary of the sRNA-seq, transcriptome-seq and degradome-seq data. Table S2. List of conserved and novel miRNAs identified in the current study. Table S3. Differentially expressed miRNAs (*p* < 0.05 and |logfoldchange| > 1) in response to progeny treatment factor. Table S4. Differentially expressed miRNAs (*p* < 0.05 and |logfoldchange| > 1) in response to parental treatment factor. Table S5. Differentially expressed miRNAs (*p* < 0.05 and |logfoldchange| > 1) with tissue-specific pattern. Table S6. Durum wheat genes identified from transcriptome sequencing in this study. Table S7. Differentially expressed genes (DEGs) in response to the progeny heat stress treatment. Table S8. Differentially expressed genes (DEGs) in response to the parental treatment factor. Table S9. Differentially expressed genes (DEGs) between two tissue types. Table S10. Durum wheat miRNA-mediated target genes identified via degradome sequencing. Table S11. Lists of significant miRNA-mRNA pairs with antagonistic regulatory patterns subject to different factors. Table S12. Primers used in the current study.

How the deposited data were processed for this re-analysis (not part of the article)

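Small RNA, mRNA and degradome libraries were examined for the flag leaf and the developing grain of 4 groups of durum wheat DBA Aurora, which differ in heat stress of the parents and of the progeny (AuCC, AuCH, AuHC and AuHH). This makes 8 libraries for each of 3 assays. Each library is 1 pool of plants, so no group has a replicate. Leaf and grain libraries were paired only as groups (the group as a block), since single plants are not resolved in a pool. The 12 comparisons of the paper were kept: heat within each parental origin, parental treatment within each progeny treatment, and leaf against grain within each group.

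The small RNA values are a signal: read counts normalised by the authors, who matched the reads to plant miRNAs of miRBase 22.1 and to the wheat genome with ACGT101-miR. The way of scaling is not stated in the paper's text. In each library 91.6 to 94.1% of the values are whole multiples of 1 step within 1%, and the remaining ones are fractions of it, so whole reads were not recovered for every entry. The step stands for 1 read: 1.04 in AuCC_L, 0.454 to 0.571 in the other leaf libraries and 1.25 to 1.90 in the grain. Valid reads numbered 5141865 in AuCC_L, 9135097 to 9948521 in the other leaf libraries and 7020390 to 12718007 in the grain. The 1763 entries were compared with a chi-square test of the normalised count against the sum over entries of the library, at p of 0.05 and a log2 of at least 1 in size (raw ratio, no pseudocount). This rule takes a normalised count as 1 read, so it reflects the counting noise of single libraries only roughly. It does not reflect the spread between plants.

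The mRNA values are FPKM deposited by the authors (HISAT2 2.0, StringTie 1.3.0), with 0.0001 for genes without signal, treated as 0. The genome build is not named. Between 72795993 and 87645615 reads were mapped per library. Comparisons of 2 libraries used log2(FPKM + 1), a rise or fall of at least 1 and an FPKM of at least 1 in 1 of the 2, called the rule of size, which gives no p. The degradome values are RPM (tags scaled to a fixed total per library) deposited by the authors from ACGT101-DEG and CleaveLand 4.0. The paper's methods name TPB, while each column adds up to about the total that RPM would give. All values were whole multiples of 1 step per library, and whole tags were taken from them. A site with 1 tag in one library and 0 in another carries no information on a difference.

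Where a spread could be estimated, limma 3.58.1 in R 4.3.3 was used: additive fits of heat and parental treatment over the 4 libraries of a tissue, which leave 1 residual degree of freedom, and leaf against grain with the 4 groups as replicates, both with p adjusted for the number of features tested. These fits take the combination of heat and parental treatment as adding up, so a true interaction counts as spread. Whether the heat effect differs between leaf and grain was tested by an interaction in 1 fit over 8 libraries. Degradome positions were fitted with limma and, as a choice added after the data were seen, with the quasi-likelihood test of edgeR 4.0.16 on whole tags. Lists of genes (32, from protein names, written before the data were examined) were summarised by the members that passed the rule, their median log2 and its percentile among 10000 random lists of genes of similar level. Pairs of miRNA and gene were counted in equal and opposite directions and set against 10000 permutations of the miRNA directions. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

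Genes named in the text were chosen by a rule written before the files were opened, although values in the paper's tables had been seen in part. It took the genes and miRNAs of Table S12, for each factor and tissue the 10 largest and 10 smallest mean log2 of the same sign among genes with a protein name and an FPKM of at least 10, the 4 most expressed members of each list, for miRNAs the 5 largest rises and 5 largest falls per comparison among entries of at least 50, and the top entry of each of 34 families. For pairs and degradome sites, those with the most tags or the lowest adjusted p were named, and other genes named were chosen after their values were seen.

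Alternatives set before the data were examined were a minimum level of 10, median-ratio scaling and reads over valid reads for miRNAs, a pseudocount of 0.1, an FPKM of at least 5, no filter and centring on the median ratio for genes, fits without the other factor or over 8 libraries, libraries left out in turn, at least 10 normalised tags for sites, and tags in 1 of the 2 libraries or a miRNA level of at least 10 for pairs. The planned edgeR fit of miRNA counts was not run, since whole reads were not recovered.

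The fits were tested on simulated data with variances drawn from the prior each fit estimates. A log2 change of 2 was called for 0.3% of changed genes in the leaf heat fit and a change of 3 for 19.5% (0 to 71 over 10 draws). In the grain heat fit 100% of both were called, and 11.3% of the calls were unchanged genes. Leaf against grain called 92.6% at log2 2. For miRNAs the heat fits called 0% in the leaf and 4.23% in the grain at log2 2. The chi-square rule called 96 and 97% of entries changed by log2 2, with 23 and 75 of 1563 unchanged ones. For degradome positions at log2 2, edgeR called 42.5% in the leaf and 22% in the grain, and limma 49.5 and 52%. The qPCR measurements and pathway assignments are not analysed here, and rows missing from the tables used here are not analysed here either.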

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

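Tests chosen only after the result was seen were the one on the stage of the AuHC_G grains, the one on miRNAs credited with the same position, and the thinning of reads. The other tests were planned.

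A difference between tissues was found for 25 genes, whose heat effect in the flag leaf differed from that in the developing grain in a limma interaction over 8 libraries (adjusted p under 0.05, of 33568 genes, with 5629 under an unadjusted p of 0.05), 21 of them with the leaf above the grain. A sample far from the others was the AuCC_L small RNA library, with 5141865 valid reads (5.14 M) beside 9135097 to 9948521 in the other leaf libraries, the only library to stand apart in 78 groups of values examined, of which about 1 in 20 would by chance.

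With heat, 218 miRNA entries went opposite ways in leaves of the 2 parental origins, where independent lists would give 88.9. Among the deposited entries the depth of AuCC_L does not account for this, since thinning the other leaf libraries to its reads left 231, beside 102 of independent lists. Thinning starts from the deposited entries, so it cannot show the effect of any earlier selection of entries by reads. A loss of some insert lengths in AuCC_L may take part: the medians of AuCC_L over the mean of the others ran from −0.66 at 20 nt to 0.30 at 24 nt, a range of 0.960, but it is not the whole cause, since among 21 nt entries alone 56 went opposite ways and 25.0 would in independent lists. Exchanged labels of leaf small RNA libraries stay open, as does, untested, a different response of leaves after heat-stressed parents: of entries changed alike in both grain comparisons, 77.1% of 35 went the grain's way in AuCH_L vs. AuCC_L and 32.1% of 53 in AuHH_L vs. AuHC_L, although miR168 fell with heat in both. The paper's qPCR of 7 miRNAs has AuCC_L above the 3 other leaf groups and AuHC_L like AuHH_L, while the sequencing gave, in the order AuCC_L, AuCH_L, AuHC_L and AuHH_L, 763, 578, 611 and 837 for osa-miR398a_L+1R-1, 3924, 1940, 1799 and 3601 for osa-miR827, 99.3, 49.99, 203 and 319.97 for tae-miR408_L-1, 175, 165, 226 and 219 for ttu-miR160, 1573, 2041, 1922 and 1564 for ata-miR396c-5p and 0, 10.5, 4.57 and 8.05 for bdi-miR5054_L+2, which leaves the exchange undecided.

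Seed storage proteins and amylase inhibitors were lower in AuHC_G than in the mean of the 3 other grain libraries in 38 of 45 genes (median −1.83). For more green tissue, the larger median of the light-harvesting and photosystem lists was −0.19, but this cannot exclude it. The reference holds the heated libraries AuCH_G (medians 0.19 and 0.18) and AuHH_G (0.30 and 0.30), in which both lists were high. AuCC_G, the other unheated library, had −0.29 and −0.24 against the mean of its own other libraries. A shift of the whole scale is excluded (median of all genes 0.047). Grains of an earlier stage would be low in starch synthesis and high in histones and cyclins. The starch median was 0.13 and did not go that way, while the medians of histones (0.12) and cyclins (0.12) did, so the stage stays open. Prolamin binding factor (TRITD5Av1G116250) was at an FPKM of 39.6 in AuHC_G, 1.33 in AuCC_G, 2.00 in AuCH_G and 45.1 in AuHH_G. A low level after parental heat in unstressed progeny, which the design names, stays open as untested, as do other properties of this single pool.

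Some degradome sites had at least 100 tags in one library and 0 in another. Depth is excluded, since 100 tags in the deepest library of a tissue correspond to 50.7 in the shallowest. Of these zeros, 92.6% stood at positions with tags credited to another miRNA in the same library (31 of 35 in the leaf and 19 of 19 in the grain), so a candidate explanation is that each position is listed under 1 of several miRNAs that pair there. A value of 0 at a site is therefore no measure of absent cleavage, and no biological explanation was tested.

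For leaf against grain, 35 ways to split the 8 libraries into 4 and 4 were compared. Only 1, the split by tissue, called as many genes (17823, with 0 as the highest of the others), and only 1 as many miRNAs (494, with 0 as the highest of the others). In each other split both sides hold leaf and grain, so the tissue difference counts as spread there. The lowest share possible is 1 of 35, so the splits cannot exclude chance more strictly than that.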

How the results depend on the processing

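Of 162 counts recomputed under alternatives other than leaving out libraries, 117 lay within 1.5 times the value reported and 45 beyond, and of 40 counts with a library or group left out 10 lay within and 30 beyond. The alternatives were set before the data were examined, except edgeR on whole tags and the thinning of reads, which were chosen after the data were seen, and the planned edgeR fit of miRNA counts, which was not run because whole reads were not recovered. Centring genes on the median ratio and median-ratio scaling of miRNAs kept 12 of 12 counts each within 1.5 times. Taking the group as a block (2 of 2), leaving out a group in leaf against grain (17440 to 18022 genes and 458 to 504 miRNAs), a pseudocount of 5 for miRNAs (5 of 5) and thinning (2 of 2) kept them too. Single log2 values of named features moved by 0.1 or more for 318 of 1040 miRNA values with a pseudocount of 5 and for 880 of 3329 gene values with a pseudocount of 0.1. Depth limits the miRNA entries near 1 read and the degradome sites near 1 tag, which a minimum removes by its construction. For the other shifts below the cause was not tested.

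Under a minimum level of 10 the miRNA entries called were 246 (387 without it) in AuHH_L vs. AuHC_L, 310 (467) in AuHH_G vs. AuHC_G, 134 (230) in AuHH_L vs. AuCH_L and 259 (429) in AuHH_G vs. AuCH_G, and with whole reads over valid reads 443 in AuHH_L vs. AuCH_L. The split into higher and lower entries turned with whole reads over valid reads in AuHH_L vs. AuHC_L (176 and 211 to 309 and 253), AuHC_G vs. AuCC_G (276 and 211 to 206 and 256), AuHH_L vs. AuCH_L (125 and 105 to 211 and 232) and leaf against grain of AuHH (536 and 618 to 825 and 412), with median-ratio scaling in AuHH_L vs. AuHC_L (201 and 192) and leaf against grain of AuCH (576 and 547 to 559 and 561), and with a minimum level of 10 in leaf against grain of AuCC (505 and 466 to 382 and 435), AuCH (416 and 466) and AuHC (599 and 525 to 448 and 495). Gene splits turned with centring in AuHC_L vs. AuCC_L (820 and 942 to 1070 and 738) and AuHH_G vs. AuCH_G (88 and 91 to 91 and 83), with a pseudocount of 0.1 in AuHC_G vs. AuCC_G (187 and 228 to 587 and 448), and with an FPKM of at least 5 in AuHH_L vs. AuCH_L (1412 and 1328 to 984 and 994) and AuHH_G vs. AuCH_G (42 and 40). A pseudocount of 0.1 gave 1526 genes in AuCH_G vs. AuCC_G (579 at 1), 2167 (959) in AuHH_G vs. AuHC_G, 3228 (1762) in AuHC_L vs. AuCC_L, 1035 (415) in AuHC_G vs. AuCC_G, 4322 (2740) in AuHH_L vs. AuCH_L and 603 (179) in AuHH_G vs. AuCH_G. An FPKM of at least 5 gave 350, 606, 251 and 82 in the grain comparisons in the order AuCH_G vs. AuCC_G, AuHH_G vs. AuHC_G, AuHC_G vs. AuCC_G and AuHH_G vs. AuCH_G.

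The limma counts moved most. Heat in the leaf called 59 genes, and 227 without parental treatment in the model, 2872 in 1 fit over 8 libraries, 3547 to 4405 in that fit with a leaf library left out, and 206 with an FPKM of at least 5. Heat in the grain called 2237 genes, and 1135, 5, 0 to 0 and 1325 under the same settings. Parental treatment in the grain called 35 genes, and 1, 1, 0 to 0 and 3. Parental treatment in the leaf called 0 genes with 4 or 8 libraries (2226 under an unadjusted p of 0.05 in the fit over 4) and 0 to 907 with a library left out, namely 907 without AuCC_L, 858 without AuHC_L and 0 without AuCH_L or AuHH_L. For miRNAs, where limma called 0 in all 4 fits, leaving out a library gave 21 to 35 for heat and 20 to 34 for parental treatment in the leaf, and 94 to 100 and 93 to 100 in the grain, and with no filter the leaf gave 9 and 9. With a library left out of the fit over 8 libraries, an arm has 1 library, and the libraries left in that tissue are fitted without residual. The spread then comes from the other tissue alone. Counts with a library left out are therefore no check on the spread within a tissue. Leaf against grain called 11855 genes with an FPKM of at least 5 (17823 at 1) and 947 miRNAs with no filter (494), where the split turned from 218 higher in the leaf and 276 in the grain to 515 and 432.

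Sites with at least 10 normalised tags numbered 17799, 23339, 17417 and 25153 in the leaf libraries AuCC, AuCH, AuHC and AuHH, where 58106, 67192, 83328 and 73742 had tags, and 21998, 32039, 24432 and 25173 in the grain. Since 10 normalised tags stand for different numbers of tags in each library, the ranking of the libraries differs between the measures. Requiring tags in 1 of the 2 libraries left 1454 pairs in AuCH_L vs. AuCC_L and 12526, 15120, 17490 and 14819 in leaf against grain of AuCC, AuCH, AuHC and AuHH, and a miRNA level of at least 10 left 1536 in AuHH_L vs. AuHC_L, fewer than the 1556 in AuCH_L vs. AuCC_L (806 with the gene higher and 750 lower, from 976 and 1273), and 687 in AuHH_L vs. AuCH_L. With edgeR on whole tags, parental treatment in the leaf called 0 positions (3 by limma, 290 under an unadjusted p of 0.05 in edgeR) and heat in the grain 6 (57 by limma).

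Of 764 medians of gene lists under an alternative, 4 changed sign, all close to 0 and with an FPKM of at least 5: in AuHC_G vs. AuCC_G flavonoid and anthocyanin synthesis at −0.16 (0.0092 as reported), NAC transcription factors at 0.040 (−0.039) and F-box proteins at −0.012 (0.0099), and DnaJ co-chaperones in AuHH_G vs. AuCH_G at −0.017 (0.0099). Of the 380 medians with that minimum, 22 passed the percentile limits that they had not passed and 20 no longer did, and with a pseudocount of 0.1, 10 and 2 of 384.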

Differences from the paper's values

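The paper's counts of genes required a p under 0.05 beside a fold change, while the rule of size here has no p, so the thresholds differ. With heat after control parents, the paper gives 2756 genes in AuCH_L vs. AuCC_L, and 4458 were called here, and the paper gives 263 in AuCH_G vs. AuCC_G beside 579. After heat-stressed parents, the paper gives 2378 in AuHH_L vs. AuHC_L beside 4206 and 531 in AuHH_G vs. AuHC_G beside 959. For parental treatment, the paper gives 1133 in AuHC_L vs. AuCC_L beside 1762, 203 in AuHC_G vs. AuCC_G beside 415, 1705 in AuHH_L vs. AuCH_L beside 2740 and 79 in AuHH_G vs. AuCH_G beside 179. In these 8 comparisons, of the alternatives set before the data were examined, an FPKM of at least 5 comes within 1.5 times the paper's value (3282, 350, 3056, 606, 1369, 251, 1978 and 82 in the same order), and a pseudocount of 0.1, no filter and centring on the median ratio do not.

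Between leaf and grain, the paper gives 9155 genes in AuCC, and 19706 were called here, 9662 in AuCH beside 19654, 8870 in AuHC beside 20239 and 9473 in AuHH beside 19488. With an FPKM of at least 5, AuCH (13816) and AuHH (13708) come within 1.5 times the paper's values and AuCC (13735) and AuHC (14379) do not, and a pseudocount of 0.1, no filter and centring do not in any of the 4.

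For antagonistic pairs, which also rest on the rule of size, the paper gives 1009 in AuCH_L vs. AuCC_L, and 2249 were found here. Tags in 1 of the 2 libraries comes within 1.5 times (1454) and a miRNA level of at least 10 does not (1556). In AuHH_L vs. AuHC_L the paper gives 1108 beside 2319, and a miRNA level of at least 10 comes within (1536) while tags in 1 of the 2 libraries does not (1764). In AuHC_L vs. AuCC_L the paper gives 715 beside 1563, and tags in 1 of the 2 libraries comes within (1049) while the level does not (1129). In AuHH_L vs. AuCH_L the paper gives 511 beside 1037, and both alternatives come within (687 and 753). In AuHC_G vs. AuCC_G the paper gives 440 beside 266, and in AuHH_G vs. AuCH_G 182 beside 65, where neither alternative comes within (234 and 201, 50 and 50). Between leaf and grain the paper gives 5621 in AuCC beside 26826, 7535 in AuCH beside 34163, 7618 in AuHC beside 32490 and 7395 in AuHH beside 33495, and neither alternative comes within: a miRNA level of at least 10 gives 22332, 29926, 28154 and 27256, and tags in 1 of the 2 libraries 12526, 15120, 17490 and 14819.

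The paper states that more of the genes differing between the tissues were higher in the leaf. Here more were higher in the grain in each group by size (11691 of 19706 in AuCC, 11301 of 19654 in AuCH, 12769 of 20239 in AuHC and 10806 of 19488 in AuHH), as well as with a pseudocount of 0.1, an FPKM of at least 5, no filter and centring, and limma called 10680 higher in the grain and 7143 in the leaf. The title of Table S5 gives, for leaf against grain of AuHH, more miRNAs higher than lower, while the listing under it holds more lower than higher ones, and here 536 were higher and 618 lower, a split that turns to 825 higher and 412 lower with whole reads over valid reads. The paper states that phenylpropanoid synthesis and antenna proteins were enriched in heated leaves only after stressed parents. Here, with lists from protein names in place of its pathway test, both also lay outside random lists after control parents, with 28 of 87 phenylpropanoid genes higher (median 0.58, percentile 100) and 11 of 39 light-harvesting genes lower (median −0.73, percentile 0). Lying outside says little, since 195 of 384 medians did, and the leaf limma fit for heat called 0 genes of either list. A shifted median is also another measure than enrichment, so the paper's statement is not decided here. The paper states that MAPK signalling was enriched in heated grain from both origins. Here 1 of 54 and 2 of 56 kinases of that name passed the rule of size, beside 579 of 32745 and 959 of 32984 of all genes. Their medians were at percentiles 7.17 and 12.9. For AuHC_L vs. AuCC_L, where carotenoid synthesis is named by the paper, 9 of 39 genes were higher here (percentile 100), on the side of the paper. The methods name the degradome unit as TPB, and the deposited columns add up to the total of RPM. In the paper's text, the numbers for grains of stressed parents under heat carry the name AuCH_G vs. AuCC_G, and 1 tissue count of AuHH carries the name AuCH. They were set here beside AuHH_G vs. AuHC_G (467 miRNA entries and 959 genes here) and AuHH (19488 genes here).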

Other observations

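The genes whose heat effect differed between the tissues include chaperones that bind damaged proteins, and those named here were chosen after their values were seen. TRITD3Bv1G012590, a class I small heat shock protein, had log2 8.71 with heat in the leaf and 2.64 in the grain (adjusted p = 0.0140 from the limma interaction), the mitochondrial small heat shock protein TRITD6Av1G082720 had 4.94 and 0.48 (adjusted p = 0.0228 from limma) and the disaggregase HSP101 (TRITD1Bv1G187540) 3.67 and −0.46 (adjusted p = 0.0292 from limma). HEAT-STRESS-ASSOCIATED 32 (TRITD7Bv1G189970), which prolongs heat memory in other plants, had 4.76 and 1.08, the co-chaperone BAG6 (TRITD7Bv1G204600) 5.74 and 0.71, and HSP83 (TRITD0Uv1G009860) 4.92 and 0.60. The chlorophyll-binding gene TRITD1Av1G207800 was lower in heated leaves (−2.41) and had 0.22 in the grain. Of the 25 genes, 8 had opposite signs in the tissues. For parental treatment the same limma test called 0 genes, with 2359 under an unadjusted p of 0.05.

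Other lists were fixed before the data were examined. Galactinol and raffinose synthesis, which makes protective sugars, had 4 of 10 genes higher with heat in the leaf after control parents and 4 of 11 after heat-stressed parents, and limma called 3 higher and 0 lower in the grain. Ascorbate peroxidases, which remove hydrogen peroxide, had 3 and 5 of 13 higher in the 2 leaf comparisons, superoxide dismutases 2 and 1 of 12, and catalases 0 of 6 higher with 1 and 2 lower. Auxin response factors had 9 of 35 higher in AuCH_L vs. AuCC_L and 2 higher and 2 lower of 33 in AuHH_L vs. AuHC_L. DnaJ co-chaperones had 5 higher and 9 lower of 112 and 4 higher and 16 lower of 111, and 12 of 113 were higher in AuHC_L vs. AuCC_L. Peptidyl-prolyl isomerases had 4 higher and 1 lower of 71 in each leaf comparison, with the 70 kDa member TRITD2Av1G163520 at an FPKM of 18.2, 621, 40.7 and 319 in AuCC_L, AuCH_L, AuHC_L and AuHH_L. Genes of chlorophyll breakdown had 4 higher and 2 lower of 21, and 3 and 2 of 22, and F-box proteins 12 higher and 11 lower of 373, and 12 and 13 of 372. In heated grain the limma fit called 11 WRKY factors higher and 0 lower (16 and 0 adjusted over the list alone), 12 NAC factors higher and 1 lower (20 and 1), and 4 histones higher and 10 lower (4 and 9). In the leaf, limma called 0 genes of the lists in this paragraph for heat, and adjusted over the list alone it called 3 galactinol and raffinose genes, 2 auxin response factors, 2 genes of chlorophyll breakdown and 20 NAC factors higher, and 2 catalases, 1 gene of chlorophyll breakdown and 2 NAC factors lower.

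Some pairs that the paper measured by qPCR have sites in the degradome lists. ttu-miR160 and ARF22-like (TRITD1Bv1G102010) had 478 tags in the leaf and 760 in the grain, with FPKM of 4.57, 5.25, 2.56 and 3.56 in AuCC_L, AuCH_L, AuHC_L and AuHH_L. ata-miR396c-5p and HSP90 (TRITD7Bv1G071080) had 121 and 502 tags, with FPKM of 128, 343, 505 and 386 in the leaf and the miRNA at 1573, 2041, 1922 and 1564. bdi-miR5054_L+2 had 104 leaf tags with a ferredoxin-NADP(H) oxidoreductase (TRITD6Bv1G002390) and 23 with catalase-1 (TRITD5Av1G239720). osa-miR398a_L+1R-1 had 4 leaf tags and 1 grain tag with a Cu/Zn superoxide dismutase (TRITD7Bv1G110910) and 6 and 3 with DREB3A (TRITD1Bv1G135100). tae-miR408_L-1 had 4 leaf tags with a bZIP factor (TRITD6Av1G199570) and 3 with ARF17 (TRITD7Av1G245930). For osa-miR827 and phospholipid-transporting ATPase 3 (TRITD1Av1G066890) 0 sites are listed, and the F-box pair of ata-miR528-5p is not analysed here.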
